# Differential Gene Expression from Genome-Wide Microarray Analyses Distinguishes Lohmann Selected Leghorn and Lohmann Brown Layers

**DOI:** 10.1371/journal.pone.0046787

**Published:** 2012-10-08

**Authors:** Christin Habig, Robert Geffers, Ottmar Distl

## Abstract

The Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB) layer lines have been selected for high egg production since more than 50 years and belong to the worldwide leading commercial layer lines. The objectives of the present study were to characterize the molecular processes that are different among these two layer lines using whole genome RNA expression profiles. The hens were kept in the newly developed small group housing system Eurovent German with two different group sizes. Differential expression was observed for 6,276 microarray probes (FDR adjusted P-value <0.05) among the two layer lines LSL and LB. A 2-fold or greater change in gene expression was identified on 151 probe sets. In LSL, 72 of the 151 probe sets were up- and 79 of them were down-regulated. Gene ontology (GO) enrichment analysis accounting for biological processes evinced 18 GO-terms for the 72 probe sets with higher expression in LSL, especially those taking part in immune system processes and membrane organization. A total of 32 enriched GO-terms were determined among the 79 down-regulated probe sets of LSL. Particularly, these terms included phosphorus metabolic processes and signaling pathways. In conclusion, the phenotypic differences among the two layer lines LSL and LB are clearly reflected in their gene expression profiles of the cerebrum. These novel findings provide clues for genes involved in economically important line characteristics of commercial laying hens.

## Introduction

Microarray expression profiling became a universal tool, with a range of applications that benefit from the accurate determination of differential gene expression [1], [2]. It allows simultaneous measurement of the expression levels of thousands of genes in a single hybridization experiment. Microarray technologies have been proven to be valuable for understanding biological pathways important in various physiological processes [3]. Due to increasing importance of genome research in livestock species, microarray resources are now available for many agriculturally important species [3] including the chicken. The chicken is an important model organism for evolutionary and developmental biology, immunology, genetics and agricultural science [4]. Buitenhuis et al. [5] explored differentially expressed genes for aggressive pecking behaviour in laying hens from a high feather pecking selection line produced from a foundation stock of a White Leghorn layer strain. They compared genome-wide profiles of chicken brain samples from aggressive and receiver hens using a 20 K chicken microarray that contained 20,678 oligonucleotides and corresponded to 20,640 chicken transcripts. They detected a number of gene ontology (GO) identifiers which are potentially involved in aggressive behavioural processes, including genes encoding for synaptosomes and proteins involved in the regulation of the excitatory postsynaptic membrane potential, the regulation of the membrane potential, and glutamate receptor binding. Similarly, Brunberg et al. [6] used Affymetrix GeneChip® Chicken Genome Arrays to compare gene expression on Lohmann Selected Leghorn hens performing feather pecking and those receiving feather pecking. Among the differently expressed genes they found genes involved in disorders, such as intestinal inflammation and insulin resistance.

One of the worldwide leading breeding companies for laying hens is Lohmann Tierzucht (Cuxhaven, Germany). The Lohmann Selected Leghorn (LSL) layer line and the Lohmann Brown (LB) hens have been firmly established in most markets of the world because of their efficient production of high quality white and brown eggs, respectively [7]. Despite their approximately identical egg production performance these layer lines differ markedly in other phenotypic traits. Behavioural studies observed differences in pecking activity between LSL and LB at 38 weeks of age, whereas total number of peeks and bouts were higher in LB [8],[9]. A number of studies showed that LSL layers have lower humerus breaking strengths, but less keel bone deformities than hens of the LB layer line [10],[11]. Dunn et al. [12] detected one significant QTL on chromosome 1 for bone index and its component traits of tibiotarsal and humeral breaking strengths in an F2 cross produced from lines of hens that had been divergently selected for bone index from a commercial pedigreed White Leghorn population.

Comparative analysis of gene expression profiles in newly developed housing systems is important to understand gene functions in chicken for adaptation and possible gene-environment interactions among layer lines. This is the first study comparing gene expression profiles of LSL and LB under the production environment of the newly developed small group housing system Eurovent German. The objectives of the present study were to characterize gene expression differences and the molecular processes associated with these differently expressed genes among the LSL and LB layer lines using the Affymetrix GeneChip® Chicken Genome Array for whole genome RNA expression profiles with 38,535 probe sets.

## Results

### Phenotype

The least-square means (LSM) of the phenotypic traits, their standard errors (SE) and their P-values for differences among the two layer lines LSL and LB are presented in Table 1. Egg quality traits were significantly influenced by the layer line, whereas LSL hens produced heavier eggs with heavier egg shells. LSL layers showed a significantly worse plumage score of the different body regions and accordingly a worse total plumage score compared to hens of the LB layer line. LB layers showed significantly higher body weights as well as higher bone weights and bone lengths than LSL. While the tibia breaking strength was approximately equal among the two layer lines, humerus bones of LB layers were significantly stronger compared to those of the LSL layer line. The mean heterophil to lymphocyte ratio (H/L-ratio) of LB layers was 2.6-fold higher than the mean H/L-ratio determined for LSL.

**Table 1:** Least-square means (LSM) with their standard errors (SE) for the phenotypic traits analysed in the two layer lines Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB).

Trait	LB		LSL		LB - LSL
	LSM	SE	LSM	SE	P-value
Egg quality traits					
Egg weight (g)	62.31	0.21	63.80	0.21	<0.001
Eggshell weight (g)	6.43	0.03	6.62	0.03	<0.001
Eggshell breaking strength (N)	41.07	0.37	40.01	0.37	0.046
Albumen height (mm)	6.96	0.07	8.22	0.07	<0.001
Haugh units	81.66	0.43	89.24	0.43	<0.001
Yolk weight (g)	16.55	0.07	17.26	0.07	<0.001
Eggshell thickness (µm)	350.67	1.39	345.70	1.39	0.014
Plumage condition (1–4)					
Neck	2.23	0.07	1.43	0.07	<0.001
Back	2.80	0.11	1.14	0.11	<0.001
Wings	2.07	0.08	1.95	0.08	0.288
Tail	2.26	0.10	1.04	0.10	<0.001
Breast	1.33	0.06	1.04	0.06	<0.001
Belly	2.10	0.09	0.99	0.09	<0.001
Total	12.89	0.41	7.59	0.41	<0.001
Body weight (kg)	1.98	0.01	1.60	0.01	<0.001
Bone length (cm)					
Tibia (cm)	11.99	0.03	11.79	0.03	<0.001
Humerus (cm)	7.96	0.02	7.69	0.02	<0.001
Bone weight (g)					
Tibia (g)	11.74	0.08	9.24	0.08	<0.001
Humerus (g)	4.79	0.07	3.88	0.07	<0.001
Bone breaking strength (N)					
Tibia (N)	131.17	2.21	130.13	2.18	0.740
Humerus (N)	173.20	3.29	129.68	3.25	<0.001
H/L-ratio	0.81	0.04	0.31	0.04	<0.001

### Gene Expression Analysis

Among the two layer lines LSL and LB, 6,276 probe sets were significantly differentially expressed at a false discovery rate of P<0.05 and 6,012 of these probe sets were mapped to the chicken genome. 

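RNA from the posterior cerebrum of 60 laying hens aged 65 to 67 weeks was hybridized to Affymetrix chicken arrays, with 1 array per hen. Of these hens, 28 belonged to the white layer line LSL and 32 to the brown layer line LB. In compartments of 36 hens lived 13 of the LSL and 15 of the LB layers, and in compartments of 54 hens 15 LSL and 17 LB layers. The right side of the cerebrum was taken from 54 hens and the left side from 6, of which 2 were LSL and 4 LB. The deposited values are log2 values that the authors made with RMA in GeneSpring GX 11.5, and each of the 38535 probe sets was centred on its median. This median was 0 within 1e-06 both over hens 1 to 30 (15 LSL, 15 LB) and over hens 31 to 60 (13 LSL, 17 LB), so each value is relative to the hen's own set of arrays and gives no level of expression. The filter on low expression that the authors applied needs such levels and was not applied here. Every probe set was compared between the lines over all 60 hens with limma 3.58.1 and Benjamini-Hochberg adjustment, and differences are given as LSL minus LB on the log2 scale. Gene names follow the array's probe table, in which 27178 probe sets carry 1 symbol and stand for 13009 genes. The number of arrays limits the precision of each difference, and so do the compartments, in which the lines were not mixed. Which compartment a hen came from is not known here. The standard errors treat hens as independent and may be too small.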

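In the cerebrum, 3118 probe sets were higher and 3931 were lower in LSL than in LB hens at an adjusted p under 0.05 from limma, together 7049 or 18.3% of those tested. Most of these differences were small, with a median size of 0.19 on the log2 scale, and 6414 of the 7049 were under 0.5. The lower probe sets outnumbered the higher ones in the deposited values (44.2% higher), whereas after quantile normalization between arrays 50.7% of the called probe sets were higher. With the set of arrays as a block, an alternative chosen after seeing the data, 7051 probe sets passed, 6944 of them shared with the fit without a block. Within the sets of arrays taken alone, 2996 probe sets passed over hens 1 to 30 and 5083 over hens 31 to 60. For no probe set did limma call the line difference apart between the sets (0 at an adjusted p under 0.05, 2655 at an unadjusted p under 0.05). The arrays of LB hens 7, 8 and 16, all from compartments of 54, stood apart from the other 57. Their actin 5' probe set lay below the actin 3' probe set by log2 differences of -1.69, -2.88 and -2.89, against -1.33 to 0.24 on the others. Without these 3 arrays, also a choice made after seeing the data, 7120 probe sets differed between the lines.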

The 6,276 probe sets could be assigned to 3,087 unique RefSeq annotated and 686 unknown, hypothetical genes. 

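The called probe sets with 1 gene symbol (5298) belonged to 4206 genes. Of these genes, 1981 had a probe set that was higher in LSL, 2432 had one that was lower, and 207 had probe sets called in both directions. GAK, a kinase that removes the clathrin coat from vesicles, and ASPH, a hydroxylase of the endoplasmic reticulum, were among the 207. A further 1717 called probe sets had no gene in the probe table and 34 matched several genes. For these 34 no gene is named here.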

Of the 6,276 probe sets, 151 had an absolute fold change of 2-fold or greater. A total of 72 of the 151 probe sets were up- and 79 of them were down-regulated in layers of the LSL line (Table S1). These 72 highly expressed probe sets were down-regulated and the 79 down-regulated probe sets were enriched in the LB strain (Figure S1). 

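Past 2-fold, 71 probe sets were higher and 76 were lower in LSL hens (147 in all), and the 105 of them with 1 symbol stood for 98 genes. Besides the genes that the paper discusses, the larger rises in LSL included those of SUCLG2, a subunit of the mitochondrial succinyl-CoA ligase (log2 difference 3.20, standard error 0.49), of ARL2BP, a partner of the small GTPase ARL2 (2.50, standard error 0.21), and of SBDS, a factor of ribosome maturation (1.95, standard error 0.12). UMPS, the enzyme that completes the synthesis of UMP, was higher by 1.92 (standard error 0.16). Each of these values is that of 1 probe set of the gene. The 3 other probe sets of SUCLG2 passed in the opposite direction (-0.17, -0.68 and -0.17), as did the other one of SBDS (-0.09), while of 3 others of ARL2BP 1 passed in the same direction (0.53) and the other one of UMPS did not pass. Among the larger falls were those of BG8, a gene of the butyrophilin-like BG family in the chicken MHC (-3.07, standard error 0.32), and of SLC4A1AP (-3.04, standard error 0.37). FAM171A1, LYG2, a lysozyme, and ZNHIT3, a zinc finger protein, had log2 differences of -2.12, -1.96 and -1.79 (standard errors 0.17, 0.20 and 0.09). Of the other probe sets of these genes, 2 of 9 passed in the same direction for BG8 (-0.61 and -0.24), 0 of 4 passed for SLC4A1AP (-0.07 to 0.11) and 1 of 2 passed for FAM171A1 (-0.85). Of the 151 probe sets in Table S1, which was made from the same hens and is not independent evidence, 144 passed both thresholds in the listed direction. All 147 probe sets had the same sign in both sets of arrays, and 137 passed an adjusted p under 0.05 within each. They were chosen for a large difference over these same hens, so this is not independent evidence. With the set of arrays as a block 151 passed, 146 of them among the 147, and without LB hens 7, 8 and 16 the count was 143. For 70 of the 98 genes the array holds further probe sets that were not past 2-fold, 170 in all. Second probe sets past 2-fold, such as those of ABCB1 and SYT9, are not among them. For 28 of the genes no such further probe set exists. COMTD1, ORAI1, NTRK3, VPS26B, MHCY4, JCHAIN, AKR7A2, NDUFS3 and LYG2, among others, have only 1 probe set. Their differences could not be compared with a second one. Of these 170, 40 were called in the same direction (23.5%, 95% exact binomial interval 17.4 to 30.6) and 25 in the opposite one, while among genes without a 2-fold probe set 8.57% of probe sets were called higher and 9.79% lower.

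**Figure D1:**
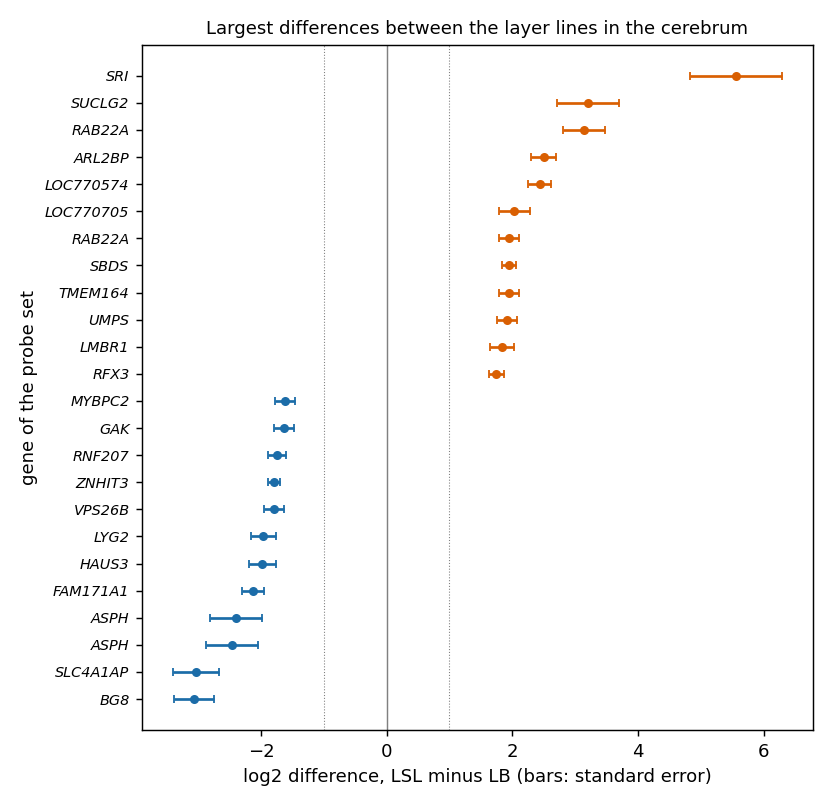
Log2 difference between LSL and LB hens (x axis) for the probe sets with 1 gene symbol and the largest rises and falls (y axis, 12 of each). Points show the difference and bars the standard error over 28 LSL and 32 LB hens; SRI lies farthest to the right at 5.56.

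**Figure D2:**
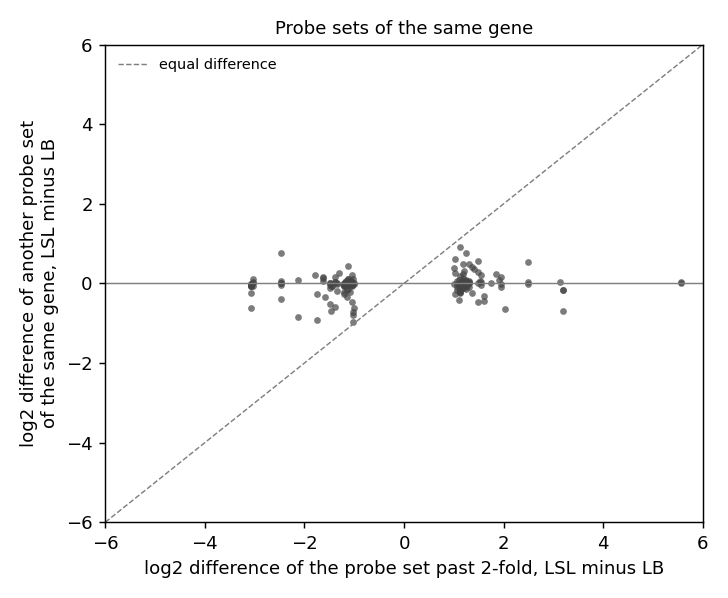
Log2 difference between LSL and LB hens of each probe set past 2-fold (x axis) and of the other probe sets of the same gene that were not past 2-fold (y axis). Each point is 1 of 170 other probe sets, the dashed line marks an equal difference, and most points lie near 0 on the y axis.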

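AKR7A2, an aldo-keto reductase, and NDUFS3, a subunit of respiratory complex I, were higher in each of the 28 LSL hens than in every LB hen. Each has only 1 probe set on the array. ZNHIT3 was lower in each of the 28 LSL hens than in every LB hen at 1 of its probe sets, while the other one was higher in LSL by 0.21 (standard error 0.04). Such full separation of the lines was found for 23 of all 38535 probe sets, and 18 of the 23 are among the 147 past 2-fold. If all hens were independent, a random split would give it to 1.93e-15% of probe sets, but hens of 1 line shared compartments. Unless a set is named, counts of LSL hens beyond every LB hen or the LB median pool the sets of arrays, whose zero points differ. Average-linkage clustering on 1 minus the correlation over the 147 probe sets placed 60 of 60 hens with their line. Because these probe sets were chosen for their difference between the same hens, neither their separation nor their clustering is independent evidence. Over all probe sets, 58 of 60 hens fell into the cluster of their line.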

Approximately 46% (70 transcripts) of the 151 significant probe sets were annotated in the chicken genome assembly (AmiGo, http://amigo.geneontology.org/cgi-bin/amigo/go.cgi) and 54 probe sets had a GO annotation of biological process (Table S1). A total of 18 enriched GO-terms could be identified for the probe sets with higher expression in LSL (Table 2). Immune system processes including antigen processing and presentation of peptide antigen via MHC class I with all its parents and immune response were notably observed. Most of these genes code for glycoproteins of the MHC class I complex. 

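BF2, mainly at 1 of its 4 probe sets, and MHCY4, at its only probe set, were higher in the cerebrum of LSL hens. Both are MHC class I genes, whose products present peptides from inside the cell to T cells. BF2, a classical class I heavy chain, was higher at 1 of 4 probe sets by 1.55 on the log2 scale (2.92-fold, standard error 0.20, adjusted p = 3.97e-09 from limma), with all 28 LSL hens above the LB median. MHCY4, a class I gene of the MHC-Y region, was higher by 1.46 (2.75-fold, standard error 0.18, adjusted p = 1.86e-09 from limma), again with all 28 LSL hens above the LB median. The difference of BF2 was 1.36 within hens 1 to 30 and 1.75 within hens 31 to 60, and that of MHCY4 was 1.28 and 1.62. A pair of probe sets that match several class I genes were higher by 1.14 and 1.49. The other BF2 probe sets showed smaller differences of 0.21, -0.03 and 0.03, of which the first passed over all hens but not within hens 1 to 30, on the right side or within either group size alone. Of 13 measured genes of class I antigen presentation and peptide loading, 4 were higher, 0 were lower and 9 did not pass (5 higher and 0 lower when adjusted over the list alone). Besides BF2 and MHCY4, which Table S1 had listed from the same hens, these were CALR, a chaperone of class I assembly (0.86, standard error 0.08), and ERAP1, which trims peptides (0.29, standard error 0.05). B2M, the light chain of class I molecules, showed -0.08 (standard error 0.09). As a list the genes were higher than other genes (camera, adjusted p = 0.0470 over 31 lists), with an adjusted p = 0.305 with an estimated correlation. The list no longer passed with the set of arrays as a block (camera, adjusted p = 0.0541) or on the right side alone (camera, adjusted p = 0.0710).

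**Figure D3:**
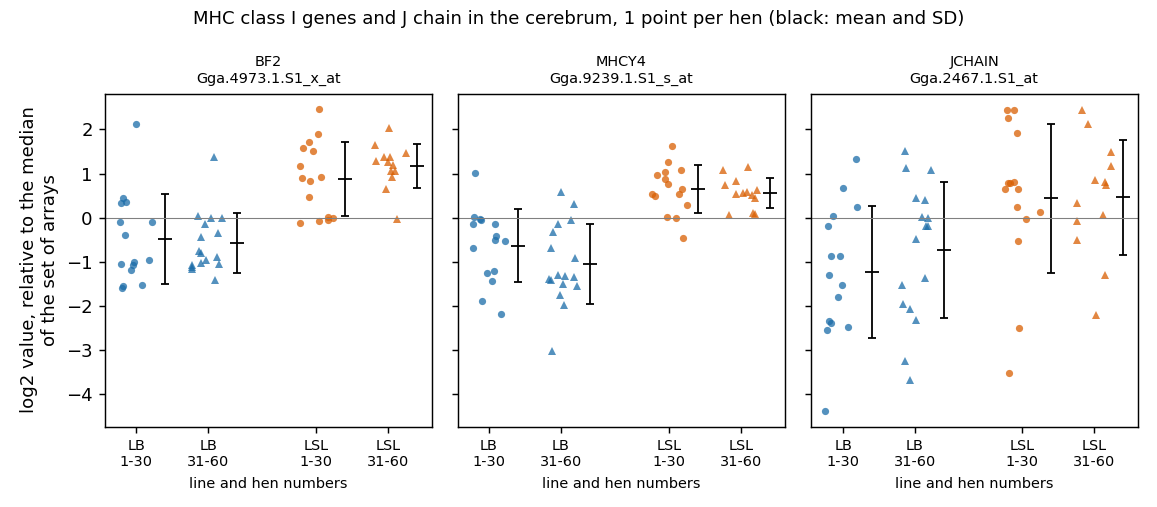
Log2 value of BF2, MHCY4 and JCHAIN in each hen (y axis), relative to the median of the hen's set of arrays, by line and hen numbers (x axis). Each point is 1 of 60 hens and bars show the mean and SD; the mean of the LSL hens lies above that of the LB hens in both sets of arrays for all 3 genes, and the hens of the lines overlap for each.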

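RFX3, a transcription factor of the family that acts on MHC class II promoters, was 3.35-fold higher in LSL hens at 1 probe set (log2 difference 1.74, standard error 0.12, adjusted p = 1.22e-18 from limma), and 27 of the 28 LSL hens lay above every LB hen. Its other probe set showed 0.02 (standard error 0.03). JCHAIN, the joining chain of IgM and IgA, was higher at its only probe set by 1.41 (2.66-fold, standard error 0.38, adjusted p = 0.0039 from limma), with 24 of the 28 LSL hens above the LB median. A probe set for an immunoglobulin V-set domain, with no gene in the probe table, was higher by 1.12 (standard error 0.37, adjusted p = 0.0214 from limma), with 23 of 28 LSL hens above the LB median. Within hens 1 to 30 and hens 31 to 60, JCHAIN differed by 1.67 and 1.19 and the V-set probe set by 1.16 and 1.13, and neither passed within a set of arrays or among hens of compartments of 54 alone. Of 16 measured genes of MHC class II and its regulation, 2 were higher, 3 were lower and 11 did not pass (2 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.953). RFX3 and CREB1, another transcription factor (0.89 at 1 of 4 probe sets), were the higher ones. DMA and DMB2, which load peptides onto class II molecules, were lower by log2 differences of -0.54 and -0.26. Of 15 measured genes of immunoglobulins and B cells, 3 were higher, 2 were lower and 10 did not pass (4 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.921). The higher ones were JCHAIN, IGLL1, an immunoglobulin light chain gene (0.88), and IRF4, a transcription factor of plasma cells (0.18), none of which passed within either set of arrays alone. The median of this list was -0.01 while its mean and its camera test were positive.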

A transcriptional activator of the MHC class II complex, one gene encoding for the J chain of polymeric immunoglobulin molecules and one encoding for an immunoglobulin domain were also identified. Another cluster could be made of terms belonging to the membrane organization. These are cellular membrane organization, membrane invagination and endocytosis, which simultaneously is a child of vesicle-mediated transport. 

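RAB22A, a small GTPase of early endosomes, was 8.79-fold higher in LSL hens at 1 probe set (log2 difference 3.14, standard error 0.33, adjusted p = 2.11e-11 from limma) and 3.85-fold higher at another (1.95, standard error 0.16, adjusted p = 3.13e-15 from limma). All 28 LSL hens lay above the LB median at both, whereas the remaining probe set of the gene showed 0.03 (standard error 0.03). The first of these differences was 3.17 within hens 1 to 30 and 3.16 within hens 31 to 60. VPS26B, a subunit of the retromer that returns receptors from endosomes, went the other way at its only probe set, with a log2 difference of -1.79 (standard error 0.15, adjusted p = 1.46e-14 from limma) and all 28 LSL hens below the LB median. VPS29, another retromer subunit, was lower by a log2 difference of -0.43 (standard error 0.08), and VPS35 was higher by 0.13 (standard error 0.04). Of 40 measured genes of endosomes, the retromer and membrane traffic, 7 were higher, 5 were lower and 28 did not pass (8 higher and 6 lower when adjusted over the list alone). As a list they showed no shift in a common direction against other genes (camera, adjusted p = 0.916). Members that go both ways can cancel in this test.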

GO-terms endosome organization, intracellular signal transduction with small GTPase mediated signal transduction, oxidation-reduction process, regulation of cellular component organization and gene expression with its child RNA processing were also identified to be enriched. 

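SRI showed the largest difference between the lines on the array. One of its 3 probe sets, placed in Table S1 on chromosome 2 from 20925130 to 20933670 with the genome build not named, was 47.2-fold higher in LSL hens (log2 difference 5.56, standard error 0.73, adjusted p = 1.31e-08 from limma). With the set of arrays as a block the difference was 5.86 (standard error 0.48), with 4.59 within hens 1 to 30 and 7.15 within hens 31 to 60. Among hens 31 to 60 the 13 LSL hens lay between 6.61 and 7.76, above every LB hen. Among hens 1 to 30 the 15 LSL hens averaged 1.41 (SD 2.56) and 2 of them lay below -3, while the 15 LB hens averaged -3.18 (SD 2.26) and 10 of them lay below -3. The other probe sets of SRI showed 0.03 and 0.00 (standard error 0.03 for both; adjusted p = 0.605 and adjusted p = 0.969 from limma).

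**Figure D4:**
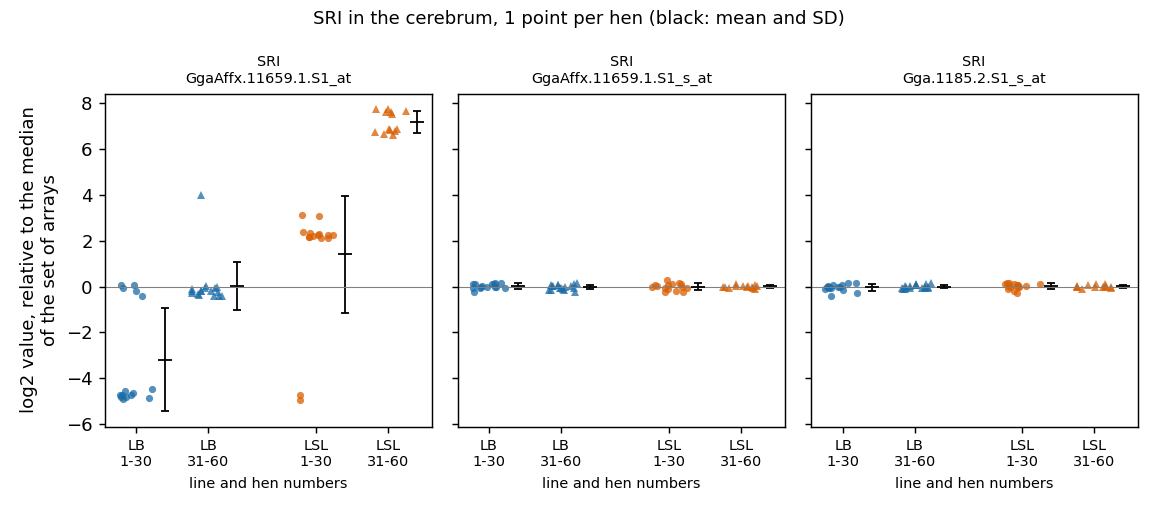
Log2 value of the SRI probe sets in each hen (y axis), relative to the median of the hen's set of arrays, by line and hen numbers (x axis). Each point is 1 of 60 hens and bars show the mean and SD; the lines part at the first probe set, in the left panel, and not at the others.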

Another highly expressed gene was *SRI*, which encodes for Sorcin, a soluble resistance-related calcium-binding protein. A total of 32 enriched GO-terms were determined for the 79 down-regulated probe sets of the layer line LSL (Table 2). These included phosphorus metabolic processes with its terms phosphate metabolic process, phosphorylation and protein phosphorylation. 

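NTRK3, the receptor kinase of neurotrophin-3, had a log2 difference of -1.03 at its only probe set (standard error 0.09, adjusted p = 9.01e-14 from limma), with all 28 LSL hens below the LB median. GAK was lower at 1 of 4 probe sets, with a log2 difference of -1.63 (standard error 0.16, adjusted p = 8.57e-13 from limma) and all 28 LSL hens below the LB median, but its other probe sets showed 0.17, 0.14 and 0.06, the first pair of which passed in the opposite direction. CSNK1E, a casein kinase of the circadian clock, was lower at both probe sets, by log2 differences of -1.59 (standard error 0.27, adjusted p = 6.24e-06 from limma, 26 of 28 LSL hens below the LB median) and -0.34 (standard error 0.08). PDK1, a kinase of pyruvate dehydrogenase, was also lower at both, with -0.97 (standard error 0.11) and -0.20 (standard error 0.04), under 2-fold. STK38L, a kinase of the NDR family, was higher by 1.13 (standard error 0.09, adjusted p = 1.20e-15 from limma) at 1 of 3 probe sets, with all 28 LSL hens above the LB median; the others showed 0.18, which passed over all hens but within neither set of arrays, and -0.17, which did not. Within hens 1 to 30 the difference of CSNK1E at its first probe set was -1.16 and did not pass, against -2.09 within hens 31 to 60.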

Multicellular organismal signaling and cell-cell signaling could be assigned to the hypernym signaling. Two of the genes encode for proteins, which play a role in neurotransmitter secretion, which is a child of the equally enriched terms regulation of neurotransmitter levels, secretion by cell, signal release and neurotransmitter transport. 

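Both synaptotagmins of this group, calcium sensors on secretory vesicles, were lower in LSL hens at every probe set they have on the array. SYT1, the sensor for fast transmitter release, had log2 differences of -1.03 (standard error 0.10, adjusted p = 3.09e-12 from limma), -0.96 (standard error 0.10) and -0.78 (standard error 0.08), with all 28 LSL hens below the LB median at each. SYT9 had log2 differences of -1.37 (standard error 0.19, adjusted p = 2.67e-08 from limma) and -1.14 (standard error 0.18), also with all 28 LSL hens below the LB median. At the probe set with the largest difference, SYT1 differed by -1.23 within hens 1 to 30 and by -0.83 within hens 31 to 60, and SYT9 by -1.19 and -1.59. Of 34 measured genes of synaptic vesicle release, 3 were higher, 5 were lower and 26 did not pass (3 higher and 5 lower when adjusted over the list alone). SV2B, a vesicle glycoprotein, was higher by 0.36 and SYT10 by 0.29. The list showed no common shift against other genes (camera, adjusted p = 0.989), and its median of 0.01 was opposite in sign to its mean and its test.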

Signal release in turn is a part of generation of a signal involved in cell-cell signaling, which is a part of the above mentioned term cell-cell signaling. Secretion by cell has two parents, namely secretion and establishment of localization in cell, which itself is a part of cellular localization. Further enriched GO-terms belonging to this section were synaptic transmission as a part of transmission of nerve impulse with its parents, neurological system process and multicellular organismal signaling, as well as regulation of biological quality and cell communication. Regulation of growth and regulation of cellular component organization both are parents of the GO-term regulation of cell growth. Another group comprised the terms regulation of anatomical structure size, its child regulation of cellular component size and finally regulation of cell size. Furthermore, following GO-terms were detected: system process, death with cell death, regulation of transcription (DNA-dependent) and regulation of RNA metabolic processes. Functions could be assigned for 94 of the 151 significant differentially expressed probe sets using online databases (Online Mendelian Inheritance in Man (OMIM), http://www.ncbi.nlm.nih.gov/omim; National Center for Biotechnology Information (NCBI), http://www.ncbi.nlm.nih.gov/) and the BLAST program of NCBI (NCBI Basic Local Alignment Search Tool, http://www.ncbi.nlm.nih.gov/blast). Thereby, a function in chicken could be found for 45 of them, whereas functions of the remaining 49 probe sets could be concluded based on the function in human. Accordingly, a total of 57 probe sets with unknown function in human and chicken respectively remained.

**Table 2:** Enriched biological processes of probe sets with different expression in comparison between LSL and LB.

GO-ID^1^	GO-Term	List Hits^2^	Total Hits^3^	P-value^4^
Upregulated in LSL				
GO:0002376	immune system process	5	470	<0.01
GO:0019882	antigen processing and presentation	4	51	<0.01
GO:0006955	immune response	4	229	<0.01
GO:0002474	antigen processing and presentation of peptide antigen via MHC class I	3	11	<0.01
GO:0048002	antigen processing and presentation of peptide antigen	3	18	<0.01
GO:0006897	endocytosis	2	85	<0.01
GO:0010324	membrane invagination	2	85	<0.01
GO:0007032	endosome organization	2	13	<0.01
GO:0016044	cellular membrane organization	2	169	0.02
GO:0061024	membrane organization	2	169	0.02
GO:0007264	small GTPase mediated signal transduction	2	263	0.04
GO:0035556	intracellular signal transduction	3	498	0.04
GO:0051128	regulation of cellular component organization	2	299	0.06
GO:0010467	gene expression	4	843	0.06
GO:0006396	RNA processing	2	323	0.06
GO:0055114	oxidation-reduction process	3	598	0.07
GO:0016192	vesicle-mediated transport	2	340	0.07
GO:0006412	translation	2	383	0.08
Downregulated in LSL				
GO:0001505	regulation of neurotransmitter levels	2	36	<0.01
GO:0003001	generation of a signal involved in cell-cell signaling	2	50	<0.01
GO:0006836	neurotransmitter transport	2	72	<0.01
GO:0007268	synaptic transmission	2	112	<0.01
GO:0007269	neurotransmitter secretion	2	20	<0.01
GO:0023061	signal release	2	50	<0.01
GO:0001558	regulation of cell growth	2	66	<0.01
GO:0008361	regulation of cell size	2	82	<0.01
GO:0032535	regulation of cellular component size	2	121	<0.01
GO:0032940	secretion by cell	2	122	0.01
GO:0019226	transmission of nerve impulse	2	133	0.01
GO:0035637	multicellular organismal signaling	2	133	0.01
GO:0090066	regulation of anatomical structure size	2	143	0.01
GO:0046903	secretion	2	158	0.02
GO:0040008	regulation of growth	2	165	0.02
GO:0007267	cell-cell signaling	2	193	0.02
GO:0008219	cell death	2	203	0.03
GO:0016265	death	2	207	0.03
GO:0003008	system process	3	451	0.04
GO:0006468	protein phosphorylation	5	970	0.04
GO:0006793	phosphorus metabolic process	6	1278	0.04
GO:0006796	phosphate metabolic process	6	1278	0.04
GO:0016310	phosphorylation	5	1031	0.05
GO:0051128	regulation of cellular component organization	2	299	0.06
GO:0023052	signaling	9	2408	0.06
GO:0065008	regulation of biological quality	4	833	0.07
GO:0050877	neurological system process	2	321	0.07
GO:0051649	establishment of localization in cell	3	598	0.07
GO:0007154	cell communication	2	361	0.08
GO:0051641	cellular localization	3	636	0.09
GO:0006355	regulation of transcription, DNA-dependent	5	1273	0.09
GO:0051252	regulation of RNA metabolic process	5	1305	0.1

1 Gene Ontology IDs of enriched terms.

2 List Hits to category: Number of differentially expressed probes on microarray belonging to specific GO-IDs.

3 Total Hits to category: Total numbers of probes on microarray belonging to specific GO-IDs.

4 P-values less the 0.1 indicate gene ontology classes that are more than 90% likely to be overrepresented.

## Discussion

The present investigation identified genes that were significant differentially expressed among the two commercial layer lines LSL and LB. 

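Genes that move phosphate across membranes or take part in mineralization hardly differed between the lines in the cerebrum. Of 25 measured genes of phosphate transport and mineral metabolism, 0 were higher, 1 was lower and 24 did not pass (0 higher and 0 lower when adjusted over the list alone). The lower one was PHOSPHO1, a phosphatase of bone mineralization, with a log2 difference of -0.11 (standard error 0.03), which did not pass within either set of arrays alone. SLC20A1 and SLC20A2, phosphate carriers found in most tissues, showed -0.04 and -0.08 (standard error 0.04 for both), and FGF23, a hormone that lowers blood phosphate, showed -0.04 (standard error 0.04). The list as a whole showed no common shift against other genes (camera, adjusted p = 0.953 over 31 lists). It is not the paper's cluster of phosphorus metabolism, whose terms include phosphorylation and protein phosphorylation, and so does not test that cluster. Centred values also do not show whether the genes of the list are expressed in the cerebrum.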

In LSL hens, probe sets belonging to the GO-cluster of phosphorus metabolism were down-regulated, which may be related to an enhanced calcium requirement of LSL. In comparison to layers of the LB line, the LSL hens produced eggs with higher egg and eggshell weights. Therefore, they needed high amounts of calcium for the formation of eggshells. In order to maintain the ratio of calcium to phosphorus, layers of the LSL line may have down-regulated their phosphorus metabolism. Consequently, the intestinal phosphorus absorption has been diminished and the phosphorus concentration in blood remained constant. An increased demand of calcium may also be a reason for the higher expression of the *SRI* gene in the LSL layers. 

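Other genes of calcium handling went in both directions. Of 38 measured genes, 3 were higher, 6 were lower and 29 did not pass (4 higher and 6 lower when adjusted over the list alone). Besides SRI, the higher ones were CALR, a calcium store protein of the endoplasmic reticulum, and CALB2, a calcium buffer of neurons (0.28, standard error 0.10). RYR2, a calcium release channel, was lower with a log2 difference of -0.44 (standard error 0.06), PVALB, another neuronal calcium buffer, with -0.39 (standard error 0.07), and CACNA1G, a subunit of T-type calcium channels, with -0.22 (standard error 0.06). CASR, the calcium-sensing receptor, and VDR, the vitamin D receptor, showed -0.06 (standard error 0.06) and -0.00 (standard error 0.04). As a list the genes showed no common shift against others (camera, adjusted p = 0.989).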

Its gene product sorcin is responsible for calcium ion binding and transport, but there are no reports about a concrete function of this protein in the chicken. The enhanced calcium requirement may have led to an increased calcium metabolism and therefore higher expression of sorcin. Brunberg et al. [6] detected an up-regulation of *SRI* in pecker LSL hens compared to victim birds and controls. The down-regulation of two transcript variants of the aspartate beta-hydroxylase (ASPH) in layers of the LSL strain may also be attributed to an enhanced calcium requirement of the LSL hens, because in eukaryotic cells this protein plays an important role in calcium homeostasis [13]. 

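The largest decreases of ASPH in LSL hens were seen at a pair of its 8 probe sets. The first of these, placed in Table S1 on chromosome 2 from 117368482 to 117372469 with the genome build not named, had a log2 difference of -2.46 (standard error 0.41, adjusted p = 3.67e-06 from limma), and the other had -2.40 (standard error 0.42, adjusted p = 7.02e-06 from limma). At both, all 28 LSL hens lay below every LB hen. Within hens 1 to 30 and hens 31 to 60 the first differed by -3.17 and -1.71. The LSL hens fell on separate levels, with 8 of the 28 below -3 and a gap of 4.64 to the other 20. A smaller decrease was found at a further probe set (-0.40, standard error 0.06), whereas another one was higher in LSL by 0.77 (standard error 0.07, adjusted p = 5.88e-14 from limma), with 24 of the 28 LSL hens above every LB hen. The 4 other ASPH probe sets lay between -0.04 and 0.07 and did not pass. The paper reasons from the heavier eggs and eggshells of LSL hens to a high need for calcium, and proposes this need as a possible cause of both the higher SRI and the lower ASPH expression.

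**Figure D5:**
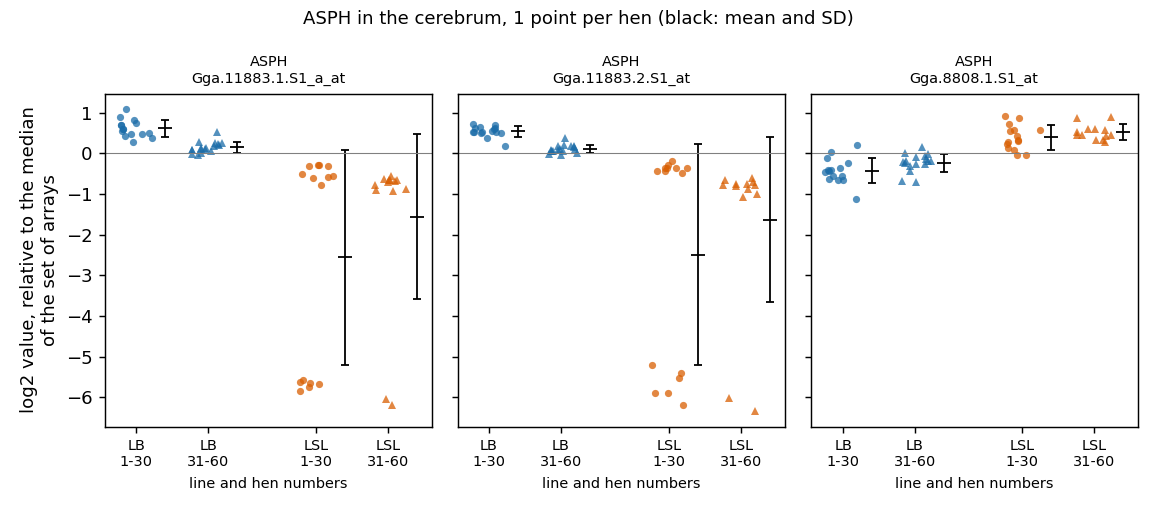
Log2 value of 3 ASPH probe sets in each hen (y axis), relative to the median of the hen's set of arrays, by line and hen numbers (x axis). Each point is 1 of 60 hens and bars show the mean and SD; 8 of the LSL hens lie below -3 at the probe sets in the left and middle panels, and the direction is opposite in the right panel.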

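ORAI1, the pore of a plasma membrane channel that opens when calcium stores are empty, was 2.44-fold lower in LSL hens at its only probe set (log2 difference -1.28, standard error 0.11, adjusted p = 4.29e-15 from limma). All 28 LSL hens lay below the LB median and 19 of them below every LB hen. The difference was -1.37 within hens 1 to 30 and -1.25 within hens 31 to 60. STIM1, the calcium sensor that opens this channel, showed -0.09 (standard error 0.04), and STIM2 showed 0.03 (standard error 0.07).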

Another down-regulated gene in LSL was *ORAI1*. The ORAI calcium release-activated calcium modulator 1 is assumed to be an essential component or regulator of the calcium release-activated calcium channel complex [14].

*COMTD1* codes for a catechol-O-methyltransferase, which catalyzes the O-methylation of catechol estrogens, physiologically important catecholamines and many other catechols [15]. The best-known polymorphism in the human *COMT* gene is a functional G to A substitution, leading to an amino acid substitution of valine to methionine at codon 158 [16]. The methionine variant results in thermolability of the enzyme [17] and a 3- to 4-fold lower enzyme activity compared with the valine variant [18]. An increased risk for osteoporotic fractures and for fragility fractures has been observed in human male carriers of the Met^158^ low-activity allele with evidence for a dominant effect [16]. In the present study, expression of the *COMTD1* gene was down-regulated in LSL hens, which may have led to a decreased substrate conversion and consequently resulted in lower humerus bone breaking strengths of the LSL layers compared to layers of the LB line. 

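COMTD1, a protein with a catechol O-methyltransferase domain, was 2.12-fold lower in LSL hens at its only probe set (log2 difference -1.08, standard error 0.10, adjusted p = 4.28e-13 from limma), and 27 of the 28 LSL hens lay below every LB hen. It differed by -1.17 within hens 1 to 30 and by -1.01 within hens 31 to 60. Of 36 measured genes of monoamine metabolism and monoamine receptors, 0 were higher, 7 were lower and 29 did not pass (0 higher and 7 lower when adjusted over the list alone). Among the lower ones were the vesicular transporter SLC18A2 (-0.26, standard error 0.04), the serotonin receptor HTR1F (-0.31, standard error 0.06), the dopamine receptor DRD1 (-0.31, standard error 0.09) and TPH2, which makes serotonin in the brain (-0.26, standard error 0.09). MAOA and MAOB, which break monoamines down, showed 0.04 and -0.09 (standard errors 0.08 and 0.06). The list showed no common shift against other genes (camera, adjusted p = 0.824), and its median of 0.00 was opposite in sign to its mean and its test. DRD1 did not pass within either set of arrays or among hens of compartments of 36 alone.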

The gene *ABCB1* was down-regulated in LSL and codes for a multidrug resistance protein 1 that is linked to inflammatory bowel disease, comprising Crohńs disease in humans. 

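ABCB1, a drug efflux pump of the blood-brain barrier, was lower in LSL hens at both of its probe sets. The first had a log2 difference of -1.60 (3.03-fold, standard error 0.21, adjusted p = 1.51e-08 from limma), with 24 of the 28 LSL hens below every LB hen, and the other had -1.15 (standard error 0.17, adjusted p = 2.74e-07 from limma). Within hens 1 to 30 and hens 31 to 60 the first differed by -1.19 and -2.11. Of 41 measured ABC transporters and enzymes of detoxification, 6 were higher, 5 were lower and 30 did not pass (6 higher and 6 lower when adjusted over the list alone). ABCC5 and ABCA3, other transporters, were lower with -0.37 (standard error 0.06) and -0.25 (standard error 0.05), although another probe set of ABCC5 was higher (0.13). The higher ones were enzymes, among them AKR7A2 (1.09, standard error 0.07), CBR3, a carbonyl reductase (1.00, standard error 0.09), and GSTM2, a glutathione transferase (0.40, standard error 0.08). As a list they showed no common shift against other genes (camera, adjusted p = 0.662).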

Patients with Crohńs disease often have low bone mineral densities and osteopenia [19],[20]. Therefore, down-regulation of *ABCB1* expression may be associated with the low humerus bone breaking strength of LSL.

The heterophil to lymphocyte (H/L) ratio is affected by stressors and can be used to measure the amount of stress imposed on layers [21]. Results of the calculation of H/L-ratio showed 2.6-fold higher ratios in LB hens compared to layers of the LSL line and H/L-ratios for LB hens indicative for long-term and high stress exposure [22]. 

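Of 23 measured genes of the interferon response, 0 were higher in LSL than in LB hens, 5 were lower and 18 did not pass (0 higher and 5 lower when adjusted over the list alone). These were IRF7, a regulator of interferon genes (-0.29, standard error 0.05), EIF2AK2, a kinase that senses viral RNA (-0.24, standard error 0.04), OASL (-0.32, standard error 0.08), IFI6 (-0.51, standard error 0.16) and IFI35 (-0.16, standard error 0.03). Of 30 measured genes of inflammation and innate sensing, 1 was higher, 8 were lower and 21 did not pass (1 higher and 9 lower when adjusted over the list alone). The higher one was the cytokine IL6 (0.47, standard error 0.09), and among the lower ones were LYG2, a lysozyme, SFTPA1, a collectin (-0.34, standard error 0.05), and IL1R1, the interleukin-1 receptor (-0.27, standard error 0.09). Neither list showed a common shift against other genes (camera, adjusted p = 0.583 for the interferon response and adjusted p = 0.662 for inflammation). Of 17 measured genes of T and NK cells, 2 were higher, 2 were lower and 13 did not pass (2 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.953). CD4 was higher by 0.13 and GNLY by 0.22, and CD2 and CD247, parts of the T cell surface, showed -0.23 and -0.22. IFI6, OASL and IL1R1 did not pass among hens of either group size alone, nor IL1R1 after quantile normalization, and IFI6 and IL1R1 did not pass within either set of arrays.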

Previous studies have shown that stress down-regulates immune responsiveness [23]–[28] and in accordance with this finding, the LB layers showed a down-regulation of genes that are related to immune system processes. However, *RCSD1* (RCSD domain containing 1), involved in stress response, was up-regulated in the LSL layers. This gene encodes for the CapZ-interacting protein (CapZIP), which is a substrate for several stress-activated protein kinases (SAPKs) [29]. 

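RCSD1 was 2.20-fold higher in LSL hens at 1 of 2 probe sets (log2 difference 1.14, standard error 0.09, adjusted p = 3.99e-15 from limma), with 25 of the 28 LSL hens above every LB hen. It differed by 1.01 within hens 1 to 30 and by 1.29 within hens 31 to 60. At the other probe set of the gene the difference was -0.00 (standard error 0.05, adjusted p = 0.987 from limma). Of 34 measured heat shock proteins, stress-activated kinases and their substrates, 4 were higher, 5 were lower and 25 did not pass (5 higher and 5 lower when adjusted over the list alone). Besides RCSD1, the chaperones of the endoplasmic reticulum HSPA5 (0.30, standard error 0.05) and HSP90B1 (0.29, standard error 0.04) were higher. MAPK14, the stress-activated kinase p38, was lower by a log2 difference of -0.24 (standard error 0.06) and ATF3, a stress-induced transcription factor, by -0.22 (standard error 0.04). The list showed no common shift against other genes (camera, adjusted p = 0.662).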

Activation of SAPKs in response to a stressor may have resulted in a higher expression of its substrate CapZIP. *SGK1* codes for a serum/glucocorticoid regulated kinase 1, which plays an important role in cellular stress response. It is known that expression of *SGK1* can be acutely regulated by hormonal, mitogenic, and cellular stress signals in a cell type and stimulus-dependent manner [30]–[34]. Down-regulation of *SGK1* in LSL layers may be due to the less environmental stress imposed on them.

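SGK1 was 2.10-fold lower in LSL hens at 1 of 2 probe sets (log2 difference -1.07, standard error 0.20, adjusted p = 3.77e-05 from limma), and all 28 LSL hens lay below the LB median. The other one showed 0.03 (standard error 0.06, adjusted p = 0.812 from limma). Of 21 measured genes of the glucocorticoid response and the stress hormone axis, 2 were higher, 1 was lower and 18 did not pass (2 higher and 1 lower when adjusted over the list alone). CRHBP, which binds corticotropin-releasing hormone, was higher by 0.24 (standard error 0.07), though not past the threshold within either set of arrays, and the zinc finger gene ZBTB32 by 0.61 (standard error 0.10). ZBTB32 entered the list because the gene table gives ZBTB16 as its synonym, and it may not be the gene that was meant. NR3C1, the glucocorticoid receptor, showed 0.01 (standard error 0.04) and FKBP5, which the receptor induces, -0.00 (standard error 0.09). The list showed no common shift against other genes (camera, adjusted p = 0.989), and its median and mean were negative while the test's direction was up. SGK1 did not pass within hens 1 to 30 (-0.89, adjusted p = 0.117 from limma) or among hens of compartments of 54 (-0.85, adjusted p = 0.069 from limma), against -1.25 within hens 31 to 60.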

Nätt et al. [35] studied variations in gene expression in brains of Red Jungle Fowl, ancestor of domestic chickens and the domesticated layer line White Leghorn. Within the parentś generation they found 281 genes to be significantly (FDR-corrected P<0.05) differentially expressed, while 1674 genes could be detected for the offspring. These numbers are considerably below the results of the present study, where 6,276 probe sets were significantly differentially expressed (FDR-corrected P<0.05) between LSL and LB and 6,012 of these probe sets were mapped to the chicken genome. As could have been expected, no common genes could be found between the investigation made by Nätt et al. [35] and the current study. This indicates that gene expression is not stable among highly selected layer lines. Gene expression seems to be influenced by the selection for high egg production over many years in both layer lines, LSL and LB. Rubin et al. [36] identified selective sweeps of favourable alleles and candidate mutations that have had an important role in the domestication of the chicken and their subsequent specialisation into broiler and layer chickens. 

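ANK2, an ankyrin that ties membrane proteins to the spectrin skeleton, was higher in LSL hens at 3 of its 9 probe sets. They differed by 1.21 on the log2 scale (standard error 0.11, adjusted p = 5.44e-14 from limma), by 1.25 (standard error 0.14, adjusted p = 1.17e-10 from limma) and by 0.78 (standard error 0.08, adjusted p = 1.78e-12 from limma). All 28 LSL hens lay above the LB median at each of them. The first pair differed by 1.34 and 1.50 within hens 1 to 30 and by 1.12 and 1.05 within hens 31 to 60. The 6 other ANK2 probe sets lay between -0.14 and 0.09 and did not pass.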

Among the 151 probe sets with differential expression between the two layer lines LSL and LB we found the gene *ANK2* to fit in one of the selective sweeps in layer lines detected by Rubin et al. [36]. This gene encodes a member of the ankyrin family of proteins, which is required for targeting and stability of Na/Ca exchanger 1 in cardiomyocytes during cardiac muscle contraction (National Center for Biotechnology Information (NCBI), http://www.ncbi.nlm.nih.gov/).

To best knowledge of the authors this is the first study that compared gene expression profiles of LSL and LB layers. In conclusion, the two layer lines significantly differed in their gene expression profiles, although they had approximately identical egg production. In particular, we identified genes encoding for proteins taking part in immune system processes and phosphorus metabolic processes. The results represent a strong basis for further improvement of immune responsiveness, egg quality and bone stability in layer lines.

## Materials and Methods

### Ethics Statement

All animal work has been conducted according to the national and international guidelines for animal welfare. Exsanguination of laying hens at the University of Veterinary Medicine Hannover was under the supervision of the Lower Saxony state veterinary office, Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Oldenburg, Germany. The project has been approved by the Lower Saxony state veterinary office, Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Oldenburg, as a notifiable experiment with the registration number 33.9-42502-05-11A154.

### Layer Lines and Housing System

The housing system was provided by Big Dutchman (Vechta, Germany) and was installed at the farm for education and research of the University of Veterinary Medicine Hannover (Foundation) in Ruthe. The laying period lasted from August 2009 to September 2010. Two different layer lines, Lohmann Brown (LB) and Lohmann Selected Leghorn (LSL), were equally distributed among the housing system, but not mixed within a compartment. The housing system had three tiers with five successive compartments of LSL and five of LB per tier, which were arranged in alternate order. Layers were kept in group sizes of 36 and 54 hens per compartment. According to these group sizes the compartments were 240 cm and 362 cm wide, respectively. All compartments had an equal height of 60 cm and were 135 cm deep. Hence, the available floor space per hen was 890 cm^2^. The total number of hens kept in the small group housing system was 1350. Layers were floor-reared until an age of 17 weeks. Compartments were furnished with dust baths, nest boxes with flexible curtains, claw abrasion devices, perches and a manure belt ventilator. Four perches were installed in each compartment, two of them made of white plastic and the other two of metal. They were fixed in a stepped position at different heights (9 cm and 28 cm). Additionally, the central tube for the automatic distribution of dust bathing substrate could be used for perching. The perch length for each hen was 15 cm. Figure S2 shows the general arrangement of the compartments within the housing system and the structure of a single compartment in cross section and top view. The lighting period was gradually stepped up to 14 hours per day during the first five weeks. Egg production per hen housed and average hen was approximately 77% and 84%, respectively. During the laying period, LB layers laid 304 eggs per hen housed and 314 eggs per average hen. In contrast, the number of eggs per LSL hen housed was 273 and 317 per average hen. Proportions of cracked and dirty eggs with a share of 4% each were within a tolerable range. The total mortality among laying hens was 8.4%.

### Management and Feeding

Throughout the whole laying period the hens had identical feeding and management conditions. Ad libitum feeding was distributed three to four times a day by automatic food chain. The composition of feeding stuff changed three times to give enough energy, calcium and phosphor according to the laying phase. Water was supplied ad libitum via nipple drinkers. During the rearing and laying period layers were subjected to a commonly accepted vaccination scheme for laying hens.

### Phenotypic Traits

In the 3^rd^, 9^th^ and 12^th^ laying month the egg quality traits egg weight, eggshell weight, eggshell breaking strength, albumen height, Haugh units, yolk weight and eggshell thickness were recorded for 480 eggs each.

Furthermore, the plumage condition of 480 hens each was scored in the 2^nd^, 8^th^ and 13^th^ laying month using a scale from 1 to 4. Score 1 was given for high graded damage of plumage and bare regions, score 2 meant an explicit damage of feathers and/or bare areas, score 3 completely or nearly complete feathered, but damaged feathers, and score 4 was given for a very good plumage condition with nearly no damaged feathers. Depending on the results of the assessments of the body regions head, neck, breast, belly, back, wings and tail a total plumage condition could be calculated by accumulating the scores to a total sum. In addition, the body weights of layers were measured in kilogram by placing the hens on a digital table scale.

At total of 360 out of the 480 hens that were scored for plumage condition in the 13^th^ laying month were chosen for blood sampling. Approximately 0.5 ml of blood was taken from the wing vein of each hen and within 30 minutes after sampling, one native blood smear and two methanol-fixed smears were prepared. The blood smears were stained with a modified Wright-Giemsa-staining protocol and at least 400 leucocytes, including heterophils, lymphocytes, monocytes, basophils and eosinophils were counted on one slide per hen. By dividing the relative numbers of heterophils by the relative numbers of lymphocytes the H/L-ratios were calculated.

After blood sampling the 360 hens were sacrificed by exsanguination after stunning them by rabbit punch. Within the subsequent autopsy alternately one intact left or right humerus and tibia bones were dissected and removed from muscles and tendons in order to analyse bone breaking strength. The bones were frozen at −20°C and broken within the next four weeks. Before measuring breaking strength, bones were recorded for weight and length (in g and cm, respectively). Bone breaking strength was measured in Newton (N) using a three-point-bending machine (Zwick/Z2.5/TNIS, Zwick-Roell, Ulm, Germany), which was controlled and calibrated by the technical service of Zwick-Roell in regular intervals. The punching tool exerts a constant, perpendicular force on the middle of the bone until its fracture.

### Statistical Analysis of the Phenotypic Traits

Statistical analysis was carried out using SAS, version 9.3 (Statistical Analysis System Institute, Cary, North Carolina, USA). We used the MIXED procedure to analyse egg quality traits, plumage condition, blood parameters and bone traits and calculated least-square means (LSM). Numbers of white blood cells and H/L-ratios were transformed into the natural logarithmic scale. Residuals of bone traits, logarithmized white blood cells and H/L-ratios were proved for normal distribution using the Shapiro-Wilk and Kolmogorov-Smirnow tests of the UNIVARIATE procedure of SAS. The fixed effects of group size, tier, layer line and the interactions between layer line and group size, layer line and tier were included in the statistical model for the blood parameters and bone traits. The statistical model for the egg quality traits and the plumage condition additionally comprised the fixed effects of laying month and the interaction between layer line and laying month. The individual compartments within layer line were treated as randomly distributed effects. Effects in the statistical model were tested jointly for significance using F-tests. Results of variance analysis were regarded significant when the P-values were <0.05. The residuals for all traits analysed did not significantly deviate from a normal distribution.

Statistical model for the blood parameters and bone traits:

(Log-)Y_ijklm_ = 

μ+GR_i_+TI_j_+LL_k_+LL*GR_ik_+LL*TI_jk_+comp(LL)_kl_+e_ijklm_

Y_ijklm_white blood cell numbers, H/L-ratios and bone traits

μmodel constant

GR_i_ fixed effect of group size (k = 1 to 2)

TI_j_ fixed effect of tier (l = 1 to 3)

LL_k_ fixed effect of layer line (m = 1 to 2)

LL*GR_ik_ fixed effect of interaction between layer line and group size

LL*TI_jk_ fixed effect of interaction between group size and tier

comp(LL)_kl_ randomly distributed effect of compartment within trial and layer line

e_ijklm_ random error variation

Statistical model for the egg quality traits and the plumage condition:

(Log-)Y_ijklmn_ = 

μ+GR_i_+TI_j_+LL_k_+LM_l_+LL*GR_ik_+LL*TI_jk_+LL*LM_lk_+comp(LL)_km_+e_ijklmn_

LM_l_ fixed effect of laying month

LL*LM_lk_ fixed effect of interaction between layer line and laying month

### Sampling and RNA Isolation

Based on the behaviour during handling, the plumage condition and the number of skin lesions we differentiated between stressed and unstressed layers. In consideration of the layer lines, group sizes and tiers at least two or three hens per compartment were chosen for sampling. In total samples of the cerebrum were collected from 70 layers. Samples of four different regions of the cerebrum of each hen were dissected; one from the anterior left, one from the anterior right and another two from the posterior left and right side, respectively. All samples were extracted without meninges and separately stored in reaction tubes filled with 1.5 ml RNAlater™ (Qiagen, Hilden, Germany) to fix them. Furthermore, the remained cerebrum was stuck into cryogenic tubes and was snap frozen in liquid nitrogen. The time from slaughtering to storing the samples was less then 15 minutes. After holding at +4°C for 24 hours all samples were frozen at −80°C. RNAlater™-samples of the posterior left and right side of the cerebrum were used for isolation of RNA. After thawing, approximately 50 mg tissue per sample were transferred into microcentrifuge tubes (2 ml) containing 1 ml of QIAzol® Lysis Reagent (Qiagen) and one stainless steel bead (Qiagen). Shaking them in a Tissue Lyser (Qiagen) disrupted the tissues and homogenized the lysates. Isolation of total RNA was made using the RNeasy Lipid Tissue Mini Kit (Qiagen). Steps of this method exactly conformed to the instructions of the manufacturer including the additional step of DNA-digestion. Concentration of total RNA was measured using a NanoDrop® 1000 spectralphotometer (Peqlab Biotechnologie, Erlangen, Germany).

### Synthesis of cDNA and Microarray Hybridization

Microarray analyses were performed by the Helmholtz Centre for Infection Research, Braunschweig, Germany. In total, 60 samples of the posterior left and right side of the cerebrum were used for microarray analysis. Before starting the microarray analysis quality and integrity of total RNA was assessed using the Agilent Technologies 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). Target preparation on Affymetrix expression arrays was made using the GeneChip® 3' IVT Express Kit (Affymetrix, Santa Clara, CA). Poly-A RNA controls were added to total RNA extractions before complimentary DNA (cDNA) synthesis according to the manufacturer protocol. A total of 500 ng RNA was reversely transcribed to initially generate first-strand cDNA as a template to create second-strand cDNA. Subsequent, in vitro transcription to synthesize antisense complimentary RNA (cRNA) and labelling with biotin-conjugated ribonucleotides (rNTPs) was performed. After purification to remove unincorporated rNTPs, salts, enzymes and inorganic phosphates 10 µg of the labelled cRNAs were fragmented and placed in a hybridization cocktail containing four biotinylated hybridization controls (BioB, BioC, BioD and Cre) as recommended by the manufacturer. Finally, samples were hybridized to an identical lot of Affymetrix GeneChip® Chicken Genome Arrays (Affymetrix) for 16 hours at +45°C. Subsequent, the arrays were washed and stained with Streptavidin Phycoerythrin using the Fluidics Station FS 400 (Affymetrix). Microarrays were scanned with the Affymetrix GCS3000 Scanner (Affymetrix) and image analysis was processed with GCOS1.2 Software Suite (Affymetrix).

### Analysis of Microarray Data

Each Affymetrix microarray contains 38,535 probe sets representing 32,773 transcripts corresponding to over 28,000 chicken genes. The array also contains 689 probe sets for detecting 684 transcripts from 17 avian viruses. For statistical analysis GeneSpring GX 11.5 Software (Agilent Technologies, Santa Clara, California, USA) was used. Normalization of the raw microarray data was performed with the Robust Multi-array Average method (RMA). After background correction the data were transformed and quantile global normalized at probe level to the median using a non-linear algorithm. Initially, raw data were filtered on expression by cut off the 20^th^ percentile to eliminate genes that are not expressed. The parameters group size, layer line and tier were analysed performing an unpaired T-test with Benjamini and Hochberg procedure as multiple testing corrections. 

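Between hens from compartments of 54 and of 36, with the layer line in the model, 5 probe sets passed an adjusted p under 0.05 in limma and 3927 an unadjusted p under 0.05. They were chosen for naming after their values were seen. In the larger groups RAB8B, a small GTPase of membrane traffic, was higher by 0.22 on the log2 scale (standard error 0.04, adjusted p = 0.0241 from limma), with 24 of the 32 hens from compartments of 54 and 6 of the 28 from compartments of 36 above the median of all hens. MSL1, a subunit of a histone acetyltransferase complex, was higher by 0.16, and PRKCA, a protein kinase C, was lower by a log2 difference of -0.19. The remaining ones, for which the probe table gives no gene, were higher by 0.24 and 0.29. All 5 kept their sign within LSL and within LB, but they were called over these same hens, so the signs are not independent evidence. With the t-test of the methods 0 probe sets passed (3495 unadjusted), and without LB hens 7, 8 and 16 there were 7, which held 4 of the 5. With the set of arrays as a block 4 of the 5 passed, while within hens 1 to 30 there were 0 (4232 unadjusted in limma) and within hens 31 to 60 there were 127, which held 2 of the 5. No probe set passed for a line difference that differed between the group sizes (0 adjusted in limma, 4853 unadjusted, and 3498 unadjusted without LB hens 7, 8 and 16). On simulated data this fit called 9 of 50 probe sets with a difference of 0.25, so small differences can be missed. Between the left and the right side of the cerebrum 0 probe sets passed in limma (1512 unadjusted). The tier of the housing system was not analysed here.

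**Figure D6:**
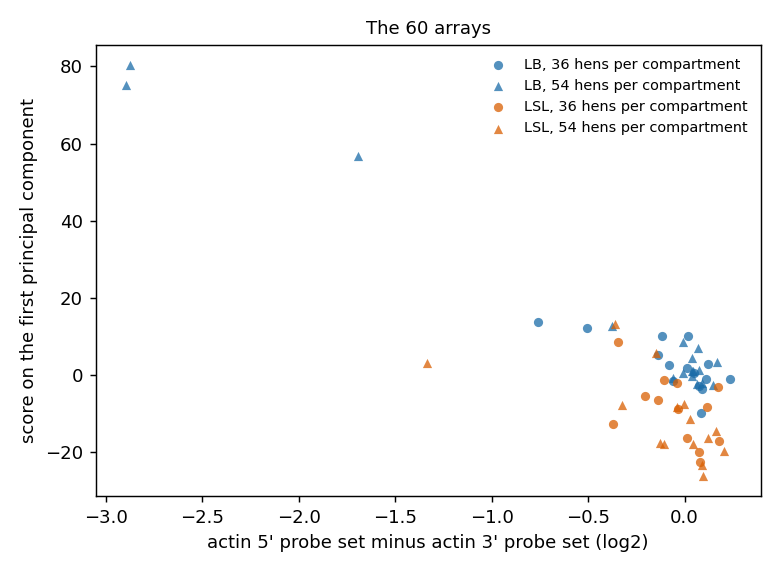
Score on the first principal component (y axis), which holds 19.1% of the variance, against the log2 difference of the actin 5' and actin 3' probe sets (x axis) for the 60 arrays. Colours stand for the layer line and symbols for the group size; LB hens 7, 8 and 16 lie apart at scores of 56.7, 80.3 and 75.1, and all others lie between -26.1 and 13.8.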

A P-value <0.05 was considered to be significant. As a threshold to identify differentially expressed genes a 2-fold change or greater in gene expression was applied for the layer line. A gene ontology enrichment analysis was performed using the Gene Ontology (GO) Enrichment Analysis Toolkit (GOEAST, http://omicslab.genetics.ac.cn/GOEAST) with hypergeometric test and Benjamini and Hochberg as multi-test adjustment method at FDR 0.1. Additionally, the graph view of AmiGO blast server (AmiGo, http://amigo.geneontology.org/cgi-bin/amigo/go.cgi) was used to analyse relationships between the different GO-terms. Gene Ontology consists of three categories: biological process, molecular function and cellular component. Each category is structured such that specific terms are considered children of more broad terms (child-parent relationships) [37]. In the current study only categories belonging to the biological process of gene ontology are represented. We tested for gene ontology terms which were represented in inordinate or disproportionately large numbers. Significantly enriched GO-terms that contained two or more genes were used for presentation. To verify functionality of the annotated transcripts and search for physiological functions of those transcripts without a given GO-annotation we used the databases Online Mendelian Inheritance in Men (Online Mendelian Inheritance in Man (OMIM), http://www.ncbi.nlm.nih.gov/omim) and the National Center for Biotechnology Information (National Center for Biotechnology Information (NCBI), http://www.ncbi.nlm.nih.gov/). Sequence-similarity searches against the database of human were performed for transcripts which had neither GO-information nor gene symbol or accession-ID, using the BLAST program of NCBI (NCBI Basic Local Alignment Search Tool (NCBI BLAST), http://www.ncbi.nlm.nih.gov/blast).

### NCBI GEO Submission

The normalized data from the microarray gene expression experiment has been submitted to NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and can be queried via GEO series accession number GSE40802 with the microarray platform accession number GPL3213.

## Supporting Information

Figure S1 **Heat map of differentially expressed probe sets among the two layer lines.** Heat map of the probe sets with absolute fold changes of 2-fold or greater detected in the comparison between the layer lines Lohmann Brown (LB) and Lohmann Selected Leghorn (LSL). The range of relative expression levels from lowest to highest is represented by the blue and red dyeing, respectively.
(DOC)

Figure S2 **Arrangement and dimensions of the compartments of the small group housing system. A** Cross section drawing of a single compartment. **B** Individual compartment for group sizes of 54 laying hens in a top view drawing. **C** Arrangement drawing of the tiers (A: first tier; B: second tier; C: third tier), layer lines (LB: Lohmann Brown; LSL: Lohmann Selected Leghorn) and group sizes (36 and 54 hens) of the small group housing system Eurovent German.
(DOC)

Table S1 **Differentially expressed probe sets between the Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB) laying hens.**
(XLS)

## References

[1] BrownPO, BotsteinD (1999) Exploring the new world of the genome with DNA microarrays. Nat Genet 21: 33–37.991549810.1038/4462

[2] YoungRA (2000) Biomedical discovery with DNA arrays. Cell 102: 9–15.1092970810.1016/s0092-8674(00)00005-2

[3] YaoJ, RenX, IrelandJJ, CoussensPM, SmithTPL, et al (2004) Generation of a bovine oocyte cDNA library and microarray: resources for identification of genes important for follicular development and early embryogenesis. Physiol Genomics 19: 84–92.1537519610.1152/physiolgenomics.00123.2004

[4] NieH, CrooijmansRPMA, LammersA, van SchothorstEM, KeijerJ, et al (2010) Gene expression in chicken reveals correlation with structural genomic features and conserved patterns of transcription in the terrestrial vertebrates. PLoS ONE 5(8): e11990.2070053710.1371/journal.pone.0011990PMC2916831

[5] BuitenhuisB, HedegaardJ, JanssL, SørensenP (2009) Differentially expressed genes for aggressive pecking behaviour in laying hens. BMC Genomics 10: 544.1992567010.1186/1471-2164-10-544PMC2785841

[6] BrunbergE, JensenP, IsakssonA, KeelingL (2011) Feather pecking behavior in laying hens: Hypothalamic gene expression in birds performing and receiving pecks. Poult Sci 90: 1145–1152.2159705210.3382/ps.2010-00961

[7] Lohmann (2005) Layer Management Guide, Lohmann Brown-Classic. Lohmann Tierzucht, Cuxhaven, Germany, 2.

[8] KjaerJB (2000) Diurnal rhythm of feather pecking behaviour and condition of integument in four strains of loose housed laying hens. Appl Anim Behav Sci 65: 331–347.

[9] KjaerJB, SørensenP (1997) Feather pecking behaviour in White Leghorns, a genetic study. Br Poult Sci 38: 333–341.934713910.1080/00071669708417999

[10] VitsA, WeitzenbürgerD, HamannH, DistlO (2005) Production, egg quality, bone strength, claw length, and keel bone deformities of laying hens housed in furnished cages with different group sizes. Poult Sci 84: 1511–1519.1633511810.1093/ps/84.10.1511

[11] WeitzenbürgerD, VitsA, HamannH, DistlO (2006) Evaluation of small group housing systems and furnished cages with regard to keel bone deformations, plumage condition, claw length and body weight in Lohmann Selected Leghorn and Lohmann Brown layer lines. Arch Anim Breed 46: 89–102.

[12] DunnIC, FlemingRH, McCormackHA, MorriceD, BurtDW, et al (2007) A QTL for osteoporosis detected in an F2 population derived from White Leghorn chicken lines divergently selected for bone index. Anim Genet 38: 45–49.1725718710.1111/j.1365-2052.2006.01547.x

[13] TrevesS, Franzini-ArmstrongC, MoccagattaL, ArnoultC, GrassoC, et al (2004) Junctate is a key element in calcium entry induced by activation of InsP3 receptors and/or calcium store depletion. J Cell Biol 166: 537–548.1530285210.1083/jcb.200404079PMC1868564

[14] FeskeS, GwackY, PrakriyaM, SrikanthS, PuppelSH, et al (2006) A mutation in Orai1 causes immune deficiency by abrogating CRAC channel function. Nature 441: 179–185.1658290110.1038/nature04702

[15] ZhuBT, ConneyAH (1998) Functional role of estrogen metabolism in target cells: review and perspectives. Carcinogenesis 19: 1–27.947268810.1093/carcin/19.1.1

[16] StolkL, van MeursJBJ, JhamaiM, ArpPP, van LeeuwenJPT, et al (2007) The catechol-O-methyltransferase Met^158^ low-activity allele and association with nonvertebral fracture risk in elderly men. J Clin Endocrinol Metab 92: 3206–3212.1750490610.1210/jc.2006-2136

[17] ScanlonPD, RaymondFA, WeinshilboumRM (1997) Catechol-O-methyltransferase: thermolabile enzyme in erythrocytes of subjects homozygous for allele for low activity. Science 203: 63–65.10.1126/science.758679758679

[18] ChenJ, LipskaBK, HalimN, MaQD, MatsumotoM, et al (2004) Functional analysis of genetic variation in catechol-O-methyltransferase (COMT): effects on mRNA, protein, and enzyme activity in postmortem human brain. Am J Hum Genet 75: 807–821.1545740410.1086/425589PMC1182110

[19] PigotF, RouxC, ChaussadeS, HardelinD, PelleterO, et al (1992) Low bone mineral density in patients with inflammatory bowel disease. Dig Dis Sci 37: 1396–1403.150529110.1007/BF01296010

[20] VogelsangH, FerenciP, WoloszeznkW, ReschH, HeroldC, et al (1989) Bone disease in vitamin D-deficient patients with Crohńs disease. Dig Dis Sci 34: 1094–1099.274385010.1007/BF01536381

[21] GrossWB, SiegelHS (1983) Evaluation of the heterophil/lymphocyte ratio as a measure of stress in chickens. Avian Dis 27: 972–979.6360120

[22] Gross WB, Siegel PB (1993) General principles of stress and welfare. In: Grandin T, editors. Livestock Handling and Transport. CAB International, Wallingford, U.K. 21–34.

[23] BercziI (1998) The stress concept and neuroimmunoregulation in modern biology. Ann N Y Acad Sci 851: 3–12.966860010.1111/j.1749-6632.1998.tb08969.x

[24] Dantzer R (1997) Stress and immunity: what have we learned from psychoneuroimmunology? Acta Physiol Scand Suppl 640: 43–46.9401604

[25] DohmsJE, MetzA (1991) Stress-mechanisms of immunosuppression. Vet Immunol Immunopathol 30: 89–109.178115910.1016/0165-2427(91)90011-z

[26] GlaserR, Kiecolt-GlaserJK, MalarkeyWB, SheridanJF (1998) The inﬂuence of psychological stress on the immune response to vaccines. Ann N Y Acad Sci 840: 649–655.962929110.1111/j.1749-6632.1998.tb09603.x

[27] MagnussonU, WattrangE, TsumaV, FossumC (1998) Effects of stress resulting from short-term restraint on in vitro functional capacity of leukocytes obtained from pigs. Am J Vet Res 59: 421–425.9563624

[28] SheridanJF, DobbsC, JungJ, ChuX, KonstantinosA, et al (1998) Stress-induced neuroendocrine modulation of viral pathogenesis and immunity. Ann N Y Acad Sci 840: 803–808.962930610.1111/j.1749-6632.1998.tb09618.xPMC1351103

[29] EyersCE, McNeillH, KnebelA, MorriceN, ArthurSJC, et al (2005) The phosphorylation of CapZ-interacting protein (CapZIP) by stress-activated protein kinases triggers its dissociation from CapZ. Biochem J 389: 127–135.1585046110.1042/BJ20050387PMC1184545

[30] WebsterMK, GoyaL, FirestoneGL (1993) Immediate early transcriptional regulation and rapid mRNA turnover of a putative serine/threonine protein kinase. J Biol Chem 268: 11482–11485.8505283

[31] WebsterMK, GoyaL, GeY, MaiyarAC, FirestoneGL (1993) Characterization of sgk, a novel member of the serine/threonine protein kinase gene family which is transcriptionally induced by glucocorticoids and serum. Mol Cell Biol 13: 2031–2040.845559610.1128/mcb.13.4.2031-2040.1993PMC359524

[32] AllistonTN, MaiyarAC, BuseP, FirestoneGL, RichardsJS (1997) Follicle stimulating hormone-regulated expression of serum/glucocorticoid-inducible kinase in rat ovarian granulosa cells: a functional role for the Sp1 family in promoter activity. Mol Endocrinol 11: 1934–1949.941539810.1210/mend.11.13.0033

[33] AllistonTN, Gonzalez-RobaynaIJ, BuseP, FirestoneGL, RichardsJS (2000) Expression and localization of serum/glucocorticoid-induced kinase in the rat ovary: relation to follicular growth and differentiation. Endocrinology 141: 385–395.1061466110.1210/endo.141.1.7257

[34] ChenSY, BhargavaA, MastroberardinoL, MeijerOC, WangJ, et al (1999) Epithelial sodium channel regulated by aldosterone-induced protein sgk. Proc Natl Acad Sci USA 96: 2514–2519.1005167410.1073/pnas.96.5.2514PMC26816

[35] NättD, RubinC-J, WrightD, JohnssonM, BeltékyJ, et al (2012) Heritable genome-wide variation of gene expression and promoter methylation between wild and domesticated chickens. BMC Genomics 13: 59.2230565410.1186/1471-2164-13-59PMC3297523

[36] RubinC-J, ZodyMC, ErikssonJ, MeadowsJRS, SherwoodE, et al (2010) Whole-genome resequencing reveals loci under selection during chicken domestication. Nature 464: 587–591.2022075510.1038/nature08832

[37] DwightSS, HarrisMA, DolinskiK, BallCA, BinkleyG, et al (2002) Saccharomyces genome database (SGD) provides secondary gene annotation using the gene ontology (GO). Nucleic Acids Res 30: 69–72.1175225710.1093/nar/30.1.69PMC99086

# Supplementary material for: Differential Gene Expression from Genome-Wide Microarray Analyses Distinguishes Lohmann Selected Leghorn and Lohmann Brown Layers
**Source:** PLoS One. 2012 Oct 8;7(10):e46787. doi: 10.1371/journal.pone.0046787
**Supplement:** Figure S1 — Heat map of differentially expressed probe sets among the two layer lines. Heat map of the probe sets with absolute fold changes of 2-fold or greater detected in the comparison between the layer lines Lohmann Brown (LB) and Lohmann Selected Leghorn (LSL). The range of relative expression levels from lowest to highest is represented by the blue and red dyeing, respectively.

**
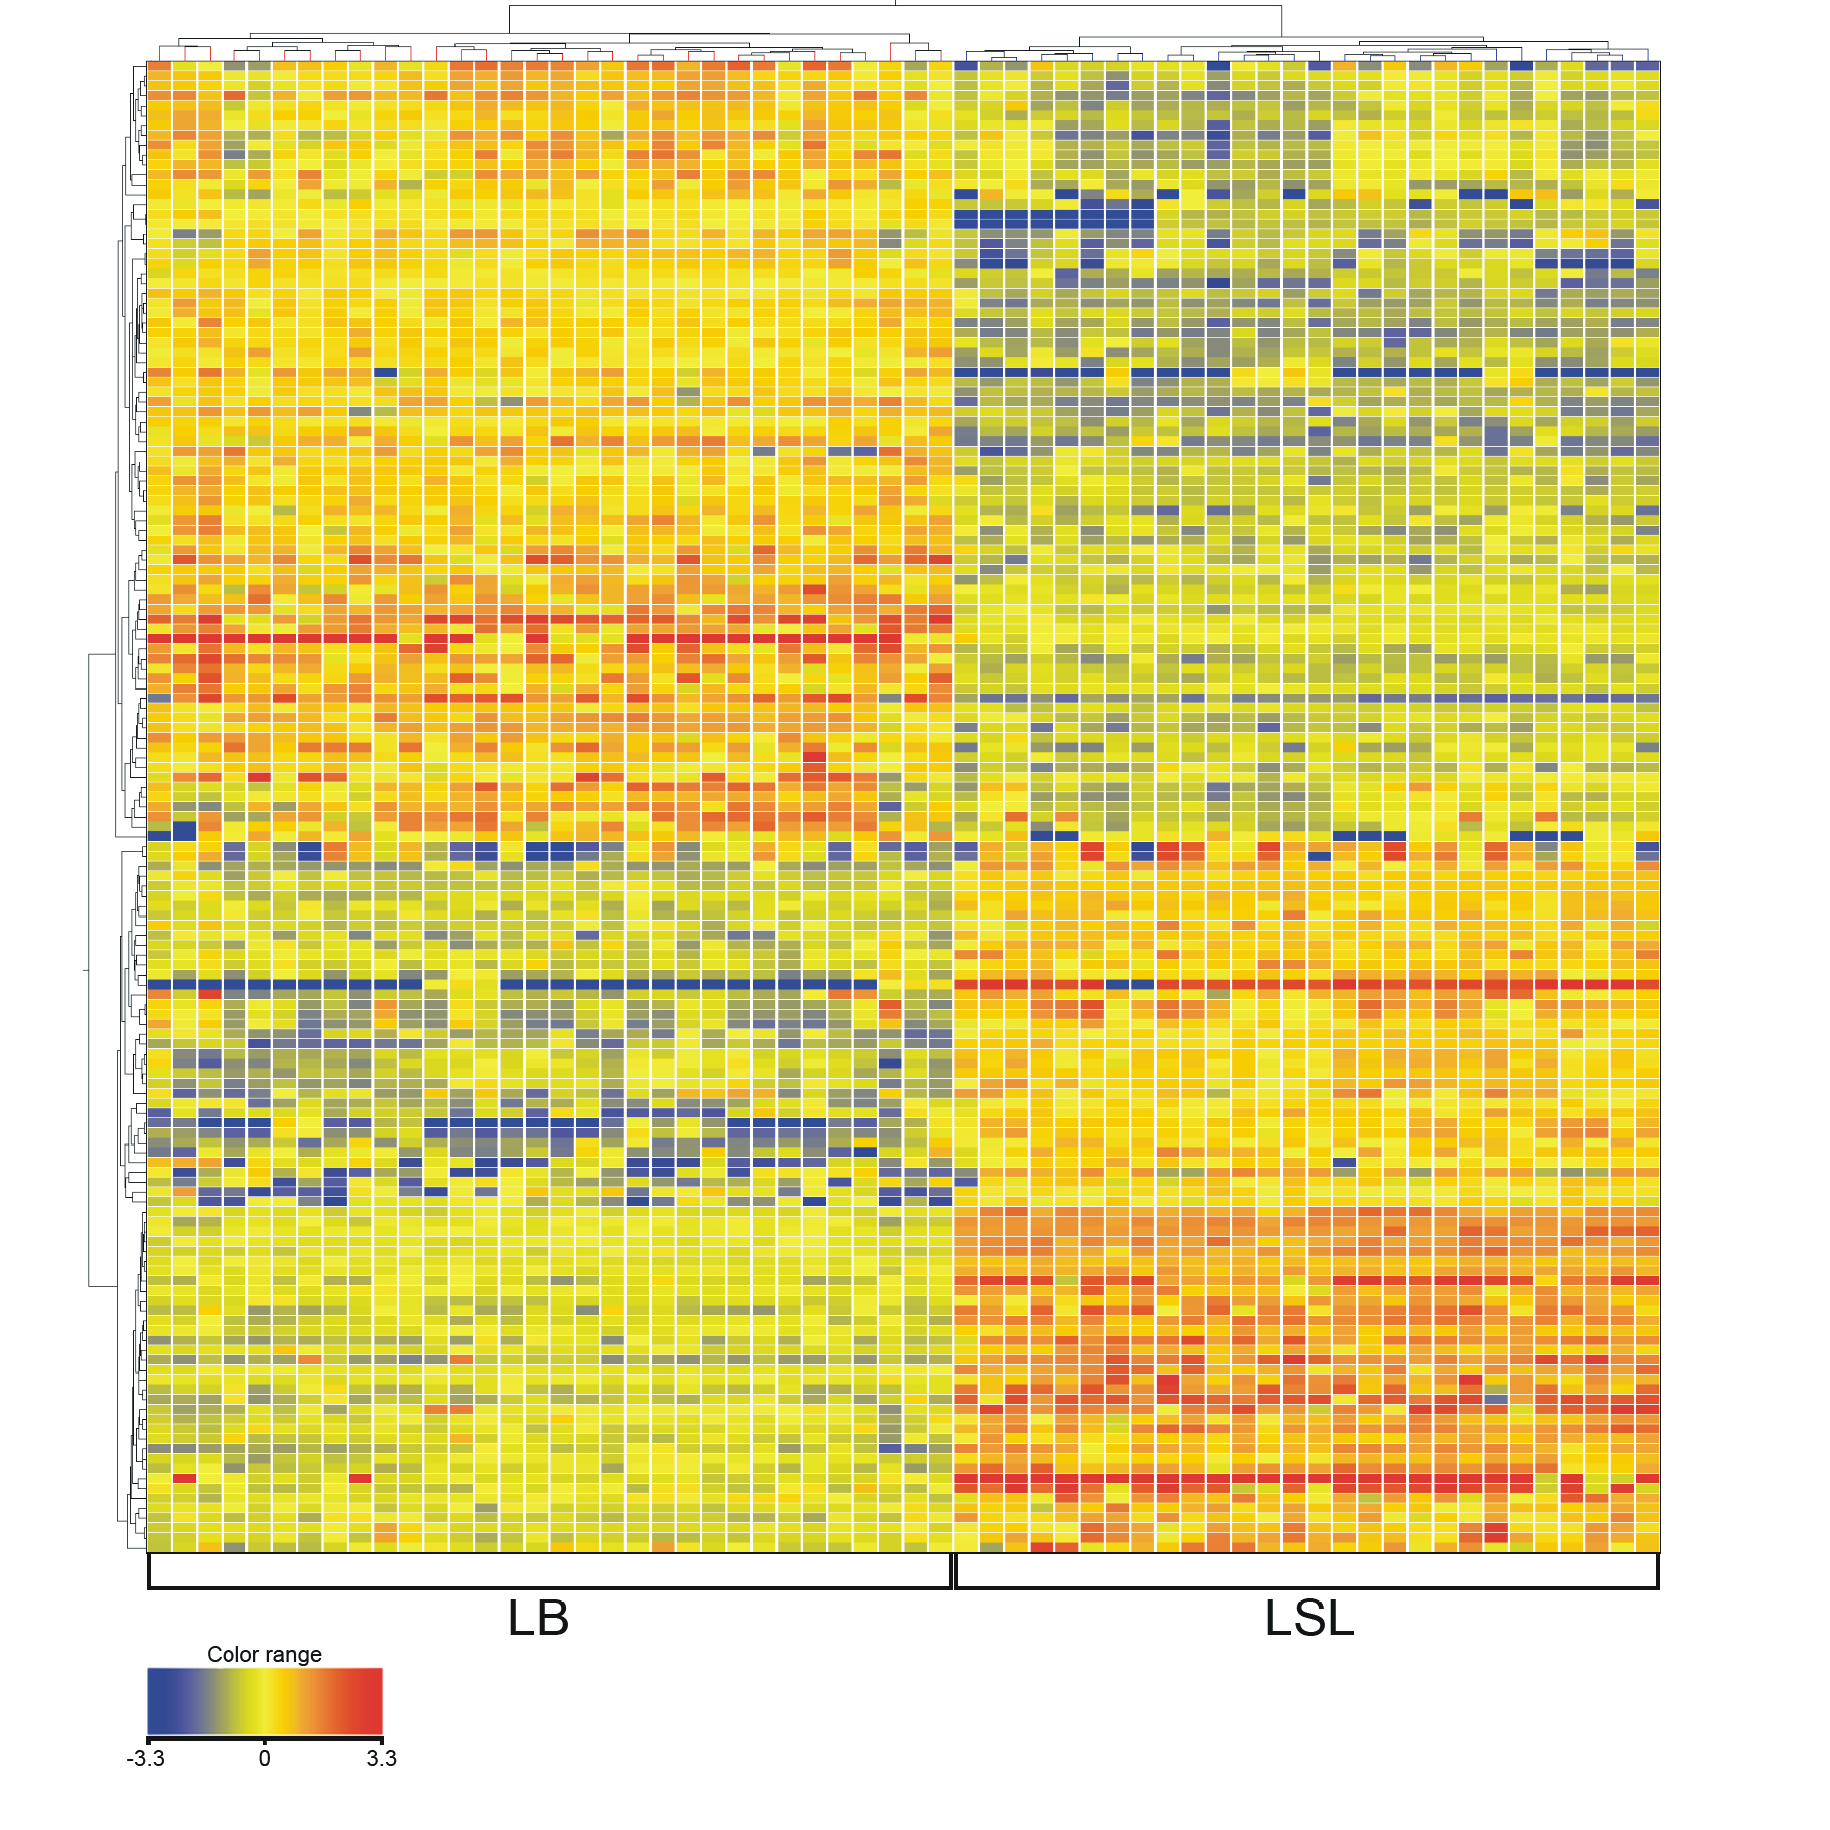
**

**Figure S1. Heat map of differentially expressed probe sets among the two layer lines.** Heat map of the probe sets with absolute fold changes of 2‑fold or greater detected in the comparison between the layer lines Lohmann Brown (LB) and Lohmann Selected Leghorn (LSL). The range of relative expression levels from lowest to highest is represented by the blue and red dyeing, respectively.

# Supplementary material for: Differential Gene Expression from Genome-Wide Microarray Analyses Distinguishes Lohmann Selected Leghorn and Lohmann Brown Layers
**Source:** PLoS One. 2012 Oct 8;7(10):e46787. doi: 10.1371/journal.pone.0046787
**Supplement:** Figure S2 — Arrangement and dimensions of the compartments of the small group housing system. A Cross section drawing of a single compartment. B Individual compartment for group sizes of 54 laying hens in a top view drawing. C Arrangement drawing of the tiers (A: first tier; B: second tier; C: third tier), layer lines (LB: Lohmann Brown; LSL: Lohmann Selected Leghorn) and group sizes (36 and 54 hens) of the small group housing system Eurovent German.

**
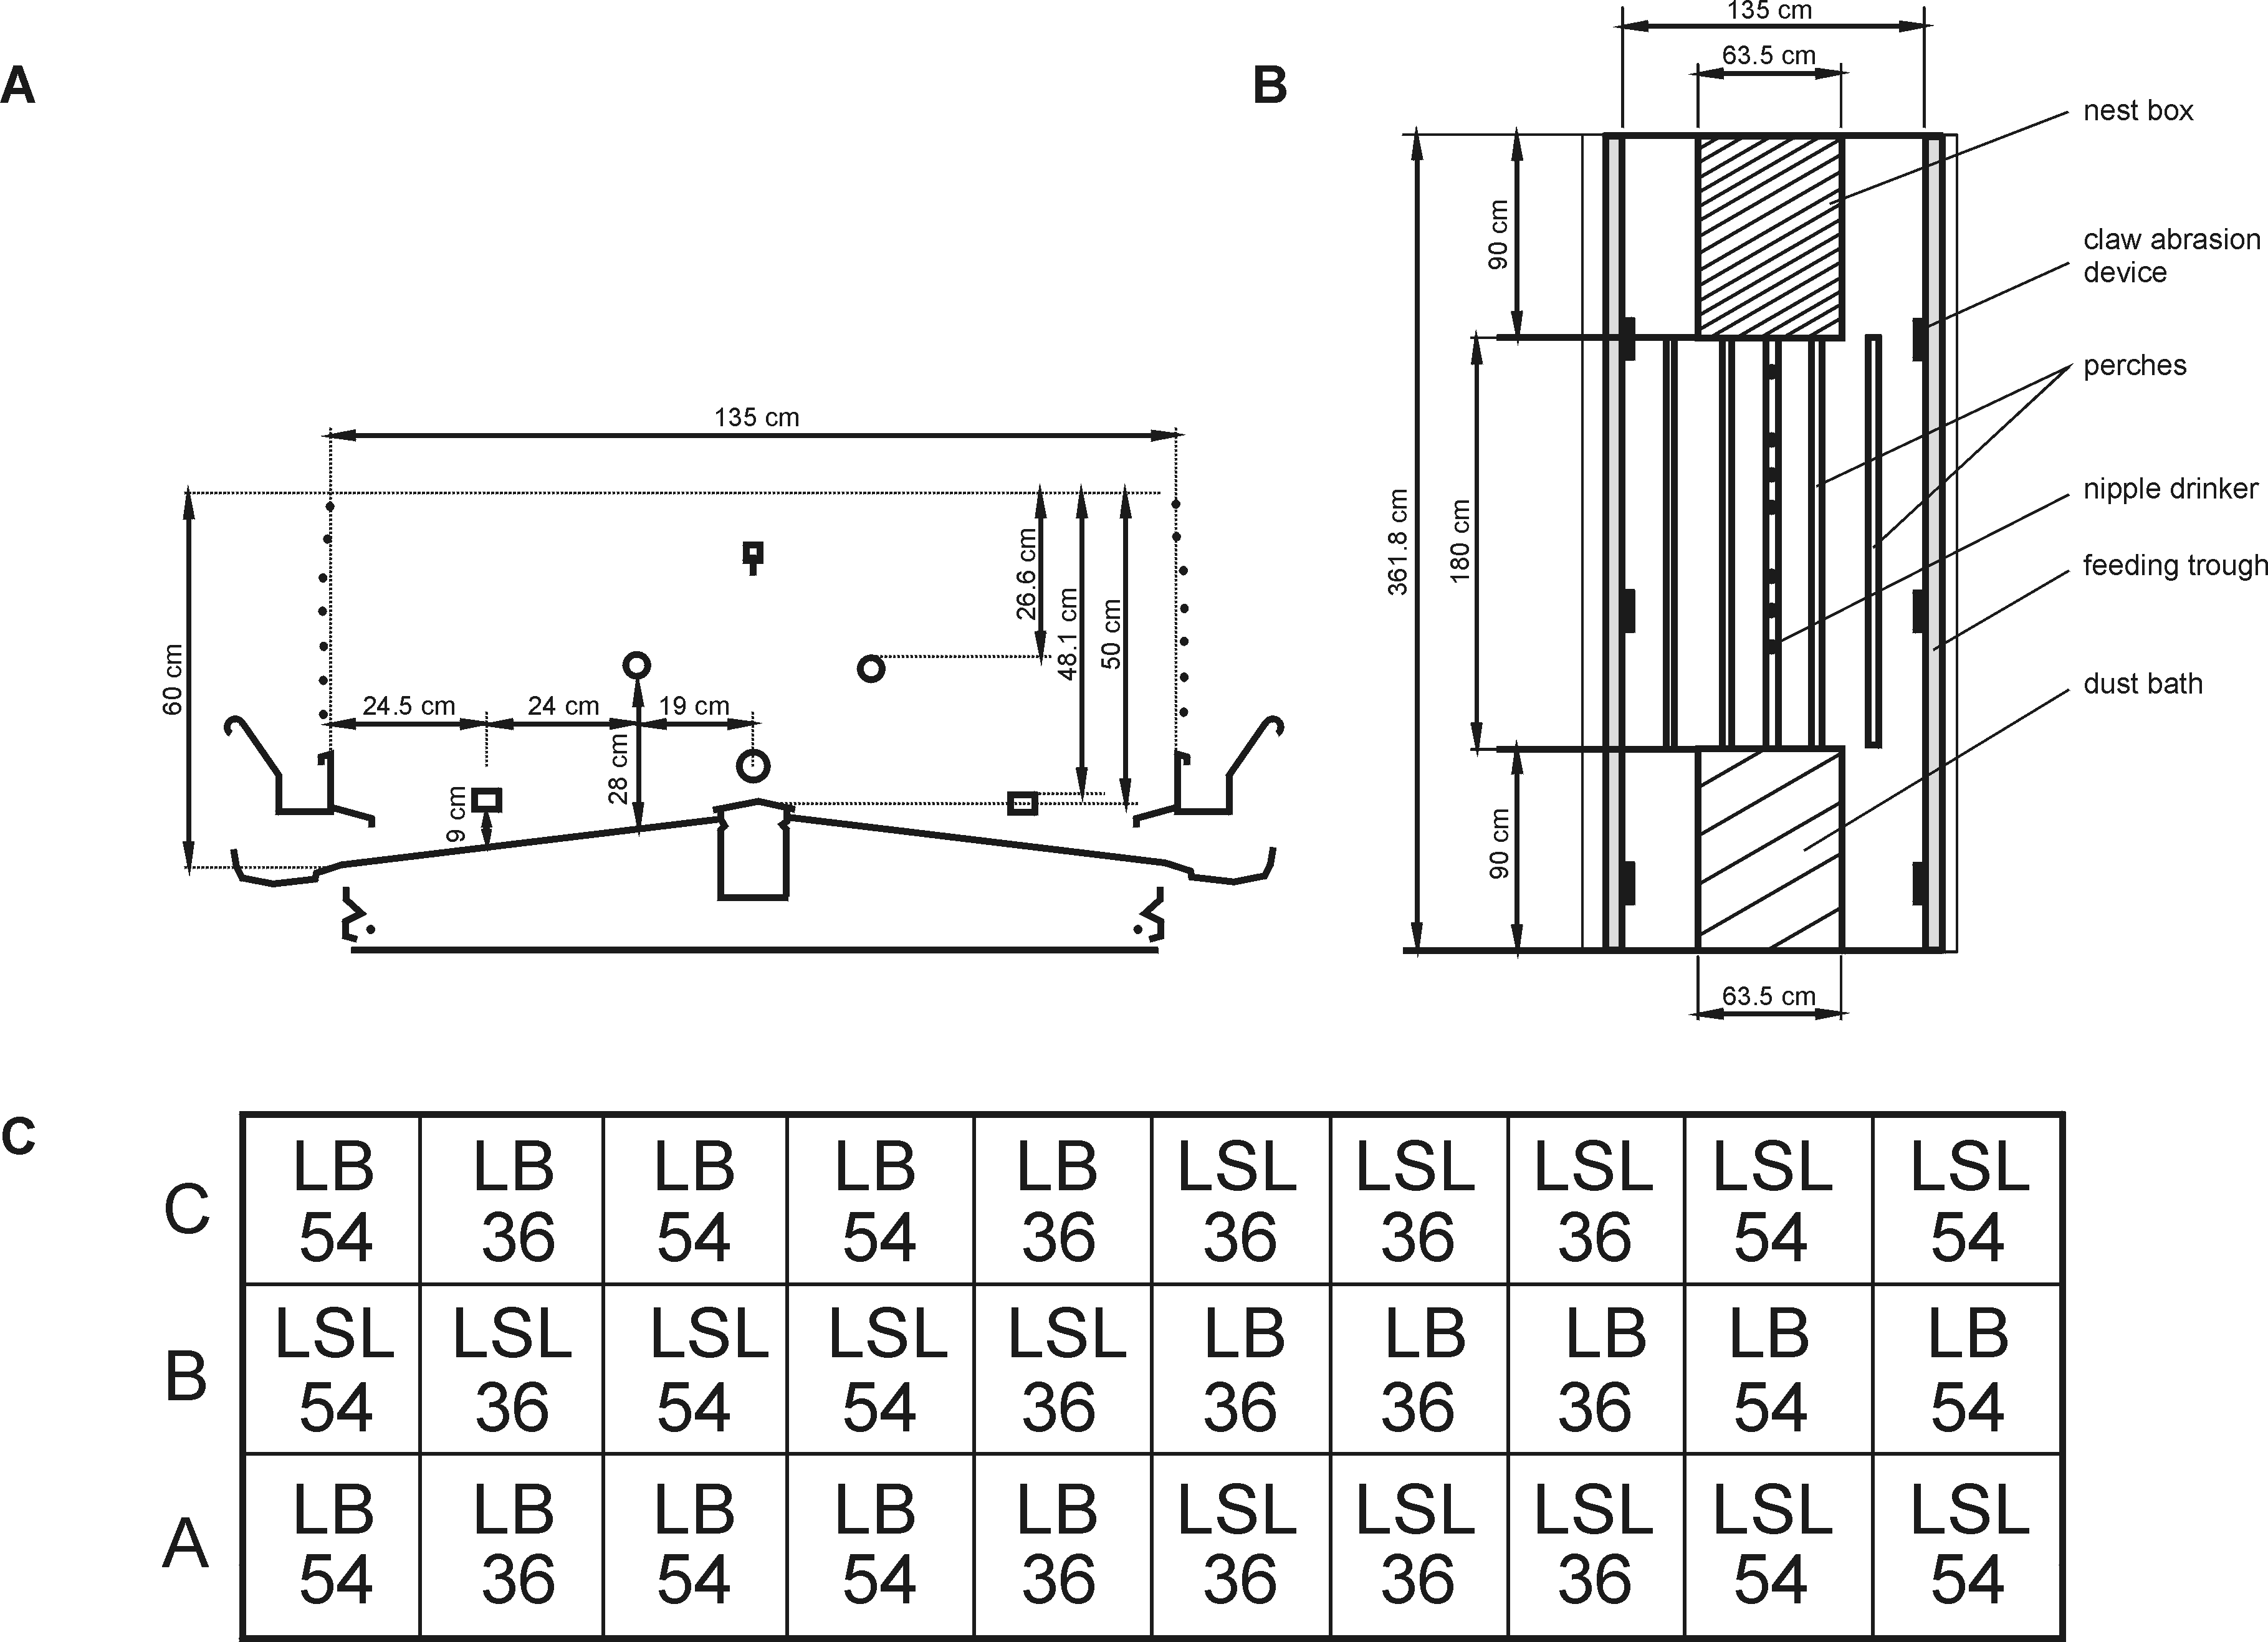
**

**Figure S2. Arrangement and dimensions of the compartments of the small group housing system. A** Cross section drawing of a single compartment. **B** Individual compartment for group sizes of 54 laying hens in a top view drawing. **C** Arrangement drawing of the tiers (A: first tier; B: second tier; C: third tier), layer lines (LB: Lohmann Brown; LSL: Lohmann Selected Leghorn) and group sizes (36 and 54 hens) of the small group housing system Eurovent German.

How the deposited data were processed for this re-analysis (not part of the article)

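Gene expression was measured by the authors in the posterior cerebrum of 60 laying hens, 28 of the LSL and 32 of the LB line, with 1 Affymetrix chicken array per hen. The line, the group size (36 or 54 hens per compartment) and the side of the cerebrum (54 right, 6 left) were taken from the sample labels. The tier of the housing system and the compartment are not given in the sources used here, so tiers were not compared and hens of 1 compartment were treated as independent.

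The authors scanned the arrays with GCOS 1.2 and made the deposited values, log2 expression values of 38535 probe sets, with RMA in GeneSpring GX 11.5, with background correction, quantile normalization at probe level and centring to the median. The median of every probe set was 0 within 1e-06 over hens 1 to 30 and again over hens 31 to 60, while no other cut by hen number gave this for more than 48.6% of probe sets. Values of hens in different sets of arrays are therefore relative to different zero points. Both sets hold both lines (15 LSL and 15 LB hens, and 13 LSL and 17 LB hens), and all 6 left sides are in the second set. From centred values no level of expression, no filter on low expression and no signal over background can be had, so all 38535 probe sets were tested. The precision given is that for independent arrays and takes no account of shared compartments.

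Differences were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes without trend) and data.table 1.17.8, over all 60 hens and without covariates for the lines, with the layer line in the model for the group size and the side, and with an interaction term for the difference of the line effect between group sizes. P-values were adjusted by Benjamini-Hochberg over all probe sets, with a threshold of 0.05, and 2-fold means a log2 difference of at least 1. No paired analysis was possible because each hen number occurs once and the groups share no replicate numbers. The pooled fit, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined, and the pooled fit was kept after the separate centring was found. The fit with the set of arrays as a block and the fits within each set stand beside it as alternatives chosen after seeing the data.

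Gene symbols were taken from the probe table of the array, with 27178 probe sets carrying 1 symbol, 177 several and 11180 none. Of the probe sets with 1 symbol, 26863 had a gene identifier that was also found in the RefSeq gene table of the assembly GRCg7b, which was used only for names and for which genes neighbour each other. Named are every gene that the paper names or describes, in each of its probe sets, the 12 probe sets with 1 symbol and the largest rises and the 12 with the largest falls, and in each gene list up to 4 members with the largest differences past the threshold. Table S1 had been read when this rule was written. Some other list members are named outside this rule. They include members that did not pass, such as B2M, FGF23, CASR, VDR, MAOA, MAOB, NR3C1, FKBP5 and FOS, and further passing ones such as IFI35. The gene lists also hold genes of Table S1, among them SRI, ASPH, ORAI1, RCSD1, COMTD1, RAB22A, VPS26B and LYG2. Calls of such members were known from the same hens, so they add no independent support to a list. A gene that several parts of the rule name was counted under each.

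31 gene lists were tested, of antigen presentation and immune cells, calcium and phosphate handling, stress, synapses and monoamines, membrane traffic, metabolism, and markers of cell types that the tissue could hold. Each gene entered with the probe set of the largest SD over all hens, since centred values have no highest mean. This SD includes the difference between the lines, so the choice favours probe sets that differ, and a gene can be counted by 1 probe set that its others do not follow. Members past the threshold were counted over all probe sets and adjusted over the list alone, and camera compared each list with the other genes at a preset correlation of 0.01. It looks for a shift in a common direction, so members that differ in both directions can cancel. A list that does not pass may still hold members that differ. No list passed with an estimated correlation (0 of 31 at an adjusted p under 0.05, 1 unadjusted). With the preset correlation 1 list passed.

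The alternatives set beforehand were the unpaired t-test of the methods, Welch's test, limma with trend and robust, array weights, quantile normalization between arrays, subtraction of each array's median, the right side alone, each group size alone, group size and side as covariates, other fold measures, other tests of the gene lists, and a larger gap between levels. Added after seeing the data were the block and the separate sets of arrays, leaving out LB hens 7, 8 and 16, and the actin 5' minus 3' difference as a covariate. Random splits (100, the real one included) were drawn for each comparison. Other probe sets of the same gene were compared with those past 2-fold, with a bootstrap of 2000 draws over genes, and neighbouring genes were counted against 10000 draws.

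The fits for the lines, the group size and the interaction, camera, the neighbour count and the search for separate levels were tested on simulated data, and the comparison of probe sets of the same gene and the clustering were not. Among 38535 simulated probe sets limma called 44 of 50 with a log2 difference of 0.25, 49 of 50 at 0.5 and 50 of 50 at 1, with 6 false calls. A list of 30 genes moved by 0.3 was called by camera, and 3 of 200 unmoved lists had an unadjusted p under 0.05. Of 50 probe sets each with a difference of 0.25, 0.5 and 1, the fit for the group size called 42, 48 and 50 (10 false calls) and that for the interaction 9, 42 and 48 (12 false calls). All 40 planted neighbouring pairs and all 40 probe sets with levels planted 4 apart were found. The pairs were set directly and then counted, so this result was fixed in advance. Simulated noise was independent between genes, without separate centring or arrays that stand apart. The false calls therefore do not describe the real data.

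The GO enrichment was not rerun, because the annotation behind it is not given in the sources used here. The chromosome distribution of the called probe sets was not tested, because the assembly used here is not shown to be the paper's build. The phenotypic traits of the hens were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.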

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

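Of the tests in this part, those on the 3 arrays that stood apart were chosen only after the result was seen.

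The paper names the group size as a tested parameter and reports no result for it. Between compartments of 54 and 36 hens, 5 probe sets passed an adjusted p under 0.05 in limma, and chance can be excluded for this count when hens are drawn singly within a line (5 in the real grouping, 0 in the highest of the other 99 of 100 splits; 1 of 100 as large). Hens of 1 compartment share a group size, and the compartments are not known here, so chance between compartments is not excluded for this or any other count of this part. The count was 0 with the t-test of the methods, on the right side only and with the actin covariate (3495, 3529 and 3468 unadjusted). At an unadjusted p under 0.05 chance cannot be excluded (3927 in the real grouping, 4304 in the highest of the others; 5 of 100 as large). The line effect differed between the group sizes at 4853 probe sets at an unadjusted p under 0.05 and at 0 adjusted in limma, with 5735 in the highest other split and 2 of 100 splits as large. Such an unadjusted count was rare among splits of single hens, but a random split passed it, so chance is not excluded. Leaving out the arrays of LB hens 7, 8 and 16 lowered this count by 1355, more than any of 50 draws of 3 other LB arrays from compartments of 54 did (at most 286), which is consistent with these 3 arrays holding part of the apparent interaction. Without them 3 of 100 splits were as large as the remaining 3498 (6741 in the highest other split), so chance among single hens is not excluded here either. A split that calls more than the real grouping points to a structure of the samples, and the group size is confounded with the compartments, so the cause stays open.

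The arrays of LB hens 7, 8 and 16 differed from all other arrays at 10465 probe sets (5522 higher, 4943 lower; limma, adjusted p under 0.05) and had SDs over probe sets of 0.35, 0.47 and 0.45, against a mean of 0.21 on the other 57. All 3 came from compartments of 54, but 0 of the other 14 LB hens of such compartments lay beyond the LB hens of 36 on the first principal component, which argues against the group size of 54 hens in LB as the cause. A loss of the 5' ends of transcripts in target preparation may account for part of it, since the actin 5' minus 3' difference lay at least 6.45 SD below the other arrays. The GAPDH 5' minus 3' difference was low on the arrays of hens 8 and 16 (-0.59 and -0.53, against -0.19 to 0.11 on the others) but not on that of hen 7 (0.04). Of the 4 poly-A controls added before cDNA synthesis, only 1, dap, lay more than 5 SD below on all 3 arrays (at least 6.76 SD), phe and thr lay at least 4.47 and 3.22 SD below, and lys was not lower, so it stays open whether a loss in target preparation is the cause. For 2 of the controls, dap and phe, the difference lay below that of every other array on all 3, and since the controls were added to the extracted RNA, this argues against RNA degraded before target preparation as the whole cause. The hybridization controls of these arrays (-0.01, 0.21 and -0.16) lay within the range of the others (-0.44 to 0.68).

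Within a line, 35 probe sets fell on separate levels, with a gap of at least 1 on the log2 scale and at least 4 hens on each side (25 in LSL, 17 in LB, 7 in both), the widest being those of ASPH in LSL (4.64) and SRI in LB (4.03). The hens of a line come from both sets of arrays, which have different zero points, so a gap over a line can lie between the sets. This was so for SRI in LSL (3.47), where the 15 lower hens were all of hens 1 to 30 and the 13 higher ones all of hens 31 to 60, and for SLC4A1AP in LSL (2.16). Within a set of arrays, a choice made after the result was seen, 25 of the 35 still fell on separate levels in the same line, among them ASPH in LSL (4.79) and SRI in LB (4.06), both in hens 1 to 30, and 10 did not. The rule of at least 4 hens on each side also held within a set. A group such as the 4 lower LB hens of GUCY1A2, with 2 in each set, could not meet it. Failing within a set therefore does not by itself place a gap between the sets.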

How the results depend on the processing

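The actin covariate, the block, the separate sets of arrays, the levels within a set and the fits without LB hens 7, 8 and 16 were chosen only after the result was seen. Of 1860 comparisons of the 124 called among the named probe sets with an alternative, 1726 kept direction and side of the threshold, 134 no longer passed and 0 turned sign. Of 300 comparisons of the 20 named probe sets that were not called, 27 turned sign without passing and 3 newly passed in the same direction. The count of 2-fold probe sets stayed between 135 and 165 in every setting run, and that of called ones between 5083 and 7978 except with compartments of 36 hens only (3573) and hens 1 to 30 only (2996). The count for the group size was 0 with the t-test of the methods, with no layer line in the fit, on the right side only, in LB only, in hens 1 to 30 only and with actin 5' minus 3' as a covariate (3495, 3503, 3529, 3679, 4232 and 3468 unadjusted), 1 in LSL only and 127 in hens 31 to 60 only. The side gave 1 probe set in LSL only. Of the gene lists 1 passed with camera, 0 with an estimated correlation, on the right side only or with the set of arrays as block, and 4 with fry, which compares no list with other genes. Higher in LSL with fry were MHC class I (adjusted p = 6.45e-08) and ABC transporters and detoxification (adjusted p = 0.00688). Lower with fry were inflammation and innate sensing (adjusted p = 0.0051) and monoamine metabolism and receptors (adjusted p = 0.0228). The 35 probe sets on separate levels became 19 with a gap of 1.5, as a stricter gap must, and 64 within a set of arrays. Apart from the stricter gap, the cause was not tested, and for hens 1 to 30 the number of hens alone does not give it, since the 30 hens of the second set called 5083 probe sets between the lines. Not run were the filters on low expression, which centred values do not allow, the t-test for the interaction, which is no comparison of 2 groups, and the places of called probe sets on chromosomes, for want of the paper's build. Signal over background cannot be had from centred values, so which probe sets it limits is open.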

Differences from the paper's values

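None of the paper's counts differed from the values here by more than 1.5 times. At the paper's thresholds the paper's count of differentially expressed probe sets is 6276 and the count here was 7049, with the right side of the cerebrum only coming nearest at 6336, and compartments of 36 hens only, with 3573, the 1 alternative set before the data were examined that differed by more. The paper filtered on low expression before testing, and here no filter was applied. Past 2-fold the paper gives 151 probe sets (72 higher, 79 lower), against 147 (71 higher, 76 lower) here. With the set of arrays as a block, chosen after seeing the values, the count was also 151, with 0 of the paper's 144 shared probe sets dropped.

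Of the paper's 151 probe sets, 7 passed the adjusted p here but stayed under 2-fold: UBXN4 (0.99), TMEM248 (0.99), DHX29 (0.99), PDK1 (-0.97), 1 of 2 listed probe sets of SYT1 (-0.96), PPM1K (-0.95) and MEF2C (-0.93). Among the alternatives set before the data were examined, array weights passed UBXN4, TMEM248 and DHX29, quantile normalization UBXN4 and TMEM248, subtraction of the array median TMEM248, the right side only SYT1 and PDK1, compartments of 36 hens only TMEM248, SYT1, MEF2C, PDK1 and PPM1K, compartments of 54 hens only UBXN4 and DHX29, the ratio of linear means TMEM248, SYT1 and PPM1K, and the difference of log2 medians UBXN4. These settings dropped 8, 1, 1, 5, 19, 21, 15 and 26 of the 144 that passed. Of those chosen after seeing the values, the block passed DHX29, TMEM248 and PPM1K and dropped 0, leaving out LB hens 7, 8 and 16 passed TMEM248 and PDK1 and dropped 8, hens 1 to 30 only passed DHX29, SYT1 and PDK1 and dropped 22, hens 31 to 60 only passed UBXN4, TMEM248, MEF2C and PPM1K and dropped 25, and the actin covariate passed TMEM248 and PDK1 and dropped 5. No single setting passed all 7.

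The paper states that genes of immune system processes were lower in LB layers. In LSL relative to LB, the MHC class I list held 4 higher and 0 lower genes, MHC class II 2 and 3, immunoglobulins and B cells 3 and 2, and T and NK cells 2 and 2, whereas the interferon response held 0 higher and 5 lower and inflammation 1 higher and 8 lower. Neither of the last lists showed a common shift against other genes with camera, and the paper's own immune probe sets, those of BF2 (1.55), MHCY4 (1.46), JCHAIN (1.41), RFX3 (1.74) and the immunoglobulin V-set domain (1.12), were all higher in LSL. With fry, which compares no list with other genes, inflammation passed as lower in LSL (adjusted p = 0.0051) and MHC class I as higher (adjusted p = 6.45e-08). The interferon response did not pass there (fry, adjusted p = 0.0957).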

Other observations

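In this part, the tests of the 3 arrays and of the separate centring were chosen only after the result was seen.

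Genes of energy metabolism and protein synthesis differed between the lines in single members. Of 48 measured genes of oxidative phosphorylation, 8 were higher in LSL, 4 were lower and 36 did not pass (8 higher and 4 lower when adjusted over the list alone), with NDUFS3 of complex I at 1.57 (standard error 0.11) and COX5A of complex IV at 0.41 (standard error 0.05). Of 59 measured cytosolic ribosomal proteins, 6 were higher, 9 were lower and 44 did not pass (6 higher and 10 lower when adjusted over the list alone), with RPL21 at 1.48 (standard error 0.14) and RPS14 at 0.97 (standard error 0.16). Of the 4 other probe sets of RPL21, 2 were called higher and 1 lower (-0.47), and RPS14 had another one called lower (-0.50). The median of the ribosomal list (-0.02) was opposite in sign to its mean. Of 29 measured genes of the growth axis and thyroid hormone, 2 were higher, 4 were lower and 23 did not pass (2 higher and 4 lower when adjusted over the list alone), and DIO2, which activates thyroid hormone, was higher by 0.36 (standard error 0.06). Of 23 measured neuropeptides, 1 was higher, 2 were lower and 20 did not pass (1 higher and 2 lower when adjusted over the list alone), with PENK, the enkephalin precursor, at 0.57 (standard error 0.18; not passing within either set of arrays) and CBLN1, a synapse organizer, at -1.04 (standard error 0.15). Of 15 measured immediate early genes, which follow neuronal activity, 0 were higher, 1 was lower and 14 did not pass (0 higher and 0 lower when adjusted over the list alone), and FOS showed -0.00 (standard error 0.05). Besides the class I and class II genes, 15 genes of the MHC region on chromosome 16 were measured, of which 1 was higher, 2 were lower and 12 did not pass (1 higher and 2 lower when adjusted over the list alone). The median of this list (0.02) was opposite in sign to its mean and its test. None of these 6 lists showed a common shift against other genes (camera, adjusted p between 0.583 and 0.953).

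Marker genes of cell types differed in few members. Excitatory neurons had 0 higher and 0 lower of 11, inhibitory neurons 0 and 2 of 12, striatal neurons 2 and 2 of 13 and oligodendrocytes 1 and 0 of 10, the same when adjusted over the list alone. Astrocytes had 0 and 2 of 14, microglia and macrophages 1 and 1 of 14 and erythrocytes 1 and 0 of 12, also the same when adjusted over the list alone. Endothelium and pericytes had 3 higher and 1 lower of 18 (6 and 2 when adjusted over the list alone), meninges and choroid plexus 1 and 0 of 16 (0 and 0), heterophils and thrombocytes 1 and 1 of 9 (2 and 1), and cerebellum and optic tectum 0 and 2 of 15 (1 and 3). Among the largest were PTPN5, a phosphatase of striatal neurons (1.13, standard error 0.13, at 1 probe set, while 3 of its 4 others passed in the opposite direction with -0.09, -0.21 and -0.24), SPARCL1, an astrocyte protein (-1.01, standard error 0.14), CLDN11 of myelin (0.70, standard error 0.12), KCNJ8 of pericytes (0.61, standard error 0.09) and RHCE of erythrocytes (0.72, standard error 0.12), while the haemoglobin chain HBA1 showed 0.27 (standard error 0.12) and did not pass. None of these lists passed (camera, adjusted p between 0.583 and 0.989), and for excitatory neurons, astrocytes, endothelium and heterophils the median, the mean and the test did not share a sign. Of the 689 probe sets for avian viruses on the array, 19 were called in limma, 2 of them higher in LSL, with differences of at most 0.21, and of 96 control probe sets 0 were called.

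Chance among single hens can be excluded for the differences between the lines, which lived in separate compartments that are not known here: 147 probe sets passed 2-fold in the real grouping and 0 in the highest of the other splits, and 7049 against 2 passed an adjusted p under 0.05 in limma (1 of 100 splits as large for both). For the side of the cerebrum chance cannot be excluded (1512 at an unadjusted p under 0.05, 7612 in the highest other split, 60 of 100 as large), and a split that calls several times the real count points to a structure of the samples. All 6 left sides lay in the second set of arrays while the draws took hens from both sets, so the draws are not a close match for this grouping. The 2-fold differences do not rest on the arrays alone that stood apart or on the separate centring: 92.5% (136) kept both thresholds without the arrays of LB hens 7, 8 and 16 and 99.3% (146) with the set of arrays as a block.

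Many 2-fold differences were seen at 1 probe set of a gene and not at its others. Of 170 other probe sets, 23.5% passed in the same direction (interval over genes 18.0 to 30.0), so a change of the whole transcript, which would move most of them, is argued against for the group as a whole. The 170 leave out second probe sets past 2-fold, which lie in the same direction as the first. These are few, since 105 probe sets with 1 symbol stood for 98 genes. Probe sets that do not measure the called transcript well would also stay still, but among the 34 that followed the called one within lines (correlation of at least 0.4) 52.9% passed (interval 38.9 to 67.7), which leaves a change of the whole transcript open for these genes. Sequence variants under the probes of single probe sets may account for part of the rest, yet 23.5% lies above the 8.57% and 9.79% of genes without a 2-fold probe set and under the 50% set as its bound, so variants and real differences of single transcript forms cannot be told apart without the sequences of the lines. Shared DNA segments that differ between the lines, a candidate biological source since the lines have different parents, would place called genes near each other. Counted were only measured genes directly next to each other. There were 2 such pairs (MHCY4 with BG8, PPP1R3D with FAM217B), against a median of 1 and a 95th percentile of 2 in random draws (p = 0.166 from these draws). Called genes with an uncalled one between them, and probe sets without 1 symbol, could not count, so the draws leave the question open. For example, Table S1 places FAM171A1, ABCB1 and SRI on chromosome 2 with starts at 20478575, 20652381 and 20925130 (genome build not named), and they formed no pair.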
